# Neural innervation stimulates splenic TFF2 to arrest myeloid cell expansion and cancer

**DOI:** 10.1038/ncomms10517

**Published:** 2016-02-04

**Authors:** Zina Dubeykovskaya, Yiling Si, Xiaowei Chen, Daniel L. Worthley, Bernhard W. Renz, Aleksandra M. Urbanska, Yoku Hayakawa, Ting Xu, C. Benedikt Westphalen, Alexander Dubeykovskiy, Duan Chen, Richard A. Friedman, Samuel Asfaha, Karan Nagar, Yagnesh Tailor, Sureshkumar Muthupalani, James G. Fox, Jan Kitajewski, Timothy C. Wang

## Abstract

CD11b^+^Gr-1^+^ myeloid-derived suppressor cells (MDSCs) expand in the spleen during cancer and promote progression through suppression of cytotoxic T cells. An anti-inflammatory reflex arc involving the vagus nerve and memory T cells is necessary for resolution of acute inflammation. Failure of this neural circuit could promote procarcinogenic inflammation and altered tumour immunity. Here we show that splenic TFF2, a secreted anti-inflammatory peptide, is released by vagally modulated memory T cells to suppress the expansion of MDSCs through CXCR4. Splenic denervation interrupts the anti-inflammatory neural arc, resulting in the expansion of MDSCs and colorectal cancer. Deletion of *Tff2* recapitulates splenic denervation to promote carcinogenesis. Colorectal carcinogenesis could be suppressed through transgenic overexpression of TFF2, adenoviral transfer of TFF2 or transplantation of TFF2-expressing bone marrow. TFF2 is important to the anti-inflammatory reflex arc and plays an essential role in arresting MDSC proliferation. TFF2 offers a potential approach to prevent and to treat cancer.

## Abstract (web summary)

During colorectal inflammation and cancer, myeloid cells accumulate in the spleen and suppress the host immunity response. In this study, the authors use a mouse model of colitis to demonstrate that upon vagus stimulation splenic memory T cells release TFF2, which suppresses the expansion of myeloid cells and cancer progression.

Colorectal cancer is a leading cause of cancer death^1^. Chronic inflammatory conditions, such as ulcerative colitis and Crohn's disease, increase the risk of colorectal cancer^2^. Inflammation and cancer are associated with increased myeloid CD11b^+^Gr-1^+^ cells, and these MDSCs suppress host immunity^3^,^4^.

The autonomous nervous system regulates acute inflammation through a cholinergic anti-inflammatory reflex^5^,^6^. On vagal activation, acetylcholine released from memory CD4^+^ChAT^+^ T cells binds to nicotinic receptors on macrophages, thus inhibiting cytokine production. However, the importance of the nervous system in the modulation of tumorigenesis through the anti-inflammatory reflex has not been studied.

Secreted protein trefoil factor 2 (TFF2) is produced in the stomach and duodenum where it possibly maintains mucosal integrity and restitution^7^,^8^,^9^. TFF2 mRNA has been detected also in primary and secondary lymphatic organs in rodents, but the precise cellular source and role of TFF2 in the immune compartment is not known^10^,^11^. While recombinant TFF2 attenuates colitis, the mechanisms involved have not been fully defined^12^.

In this report we show that TFF2 is expressed predominantly in splenic memory T cells, where it is regulated by the vagus nerve and suppresses colon carcinogenesis. Suppression of cancer by TFF2 was abrogated following surgical disruption of vagal innervation. Thus, we have extended the vagal efferent arc from suppression of acute inflammation to a role in coordinating procarcinogenic inflammation.

## Results

### Splenic TFF2 is regulated by vagal nerve

TFF2 protein is expressed in the spleen under normal physiological conditions (Fig. 1a). Following chemically induced colitis model (2.5% dextran sodium sulfate (DSS) *ad libitum* for 5 days), we observed a marked increase in splenic *Tff2* expression within 24–72 h that subsided over 19 days (14 days after stopping DSS, Fig. 1b,c). As TFF2 expression returned to baseline (at 19 days), splenic immature myeloid cells (IMCs) appeared to reach their peak (Supplementary Fig. 1a). Splenic *Tff2* expression is upregulated by the T-cell mitogen concanavalin A (Supplementary Fig. 1b), and we established that it was the splenic T cells, specifically, CD44^hi^CD62L^lo^ memory T cells that expressed the highest levels of TFF2 (Fig. 1d and Supplementary Fig. 1c,d), as confirmed by quantitative reverse transcriptase–PCR (qRT–PCR; Fig. 1e), immunohistochemistry (Fig. 1f) and also by *Tff2* quantitative PCR in sorted choline acetyltransferase-enhanced green fluorescent protein (ChAT-EGFP) cells (Fig. 1g). ChAT-EGFP labels an important subset of memory T cells expressing acetylcholine^6^. In addition, DSS treatment increases TFF2–EGFP-expressing memory T cells (Supplementary Fig. 1e).

Memory T cells have been implicated in the vagal efferent immunosuppressive circuit, also known as the cholinergic anti-inflammatory pathway^6^,^13^. We hypothesized that TFF2 expression in memory T cells was also regulated by the vagus nerve. Indeed, vagal nerve stimulation, mimicking the inflammatory neural circuit, resulted in the increase of splenic *Tff2* expression (Fig. 1h). Conversely, in mice with subdiaphragmatic bilateral truncal vagotomy with pyroplasty (VTPP) mice, the splenic *Tff2* response to DSS was lost (compared with control mice treated by pyloroplasty alone, Supplementary Fig. 1f). Importantly, this circuit could be partially recapitulated *in vitro* by the addition of isoproterenol (mimicking post-ganglionic vagal stimulation) to sorted splenic CD4 cells, resulting in upregulation of *Tff2* mRNA in a dose-dependent manner (Fig. 1i). Thus, the vagal pathway is important for *Tff2* expression in splenic T cells.

### TFF2 reduces colonic tumorogenesis

*Tff2*-null mice that lack both epithelial and splenic TFF2 do not differ from wild-type at a basal level^14^; however, they develop more severe colitis following DSS treatment^11^. To determine the relevance of T cell-specific TFF2 production in this acute phase response, we generated *CD2–Tff2* transgenic mice that express mouse TFF2 under a T cell-specific human CD2 promoter (Supplementary Fig. 2a–d). *CD2–Tff2* mice do not have any phenotype at baseline, with normal blood counts, body weight and life span (Supplementary Fig. 2e,f and Tables 1, 2).

However, on DSS treatment *CD2–Tff2* mice showed insignificant expansion of CD11b^+^Gr-1^+^ IMCs, while *Tff2-null* mice had an exaggerated splenic IMC response with splenomegaly compare with wild-type and *CD2–Tff2* mice (Fig. 2a,b and Supplementary Fig. 1a). Importantly, there were only minor differences in colonic inflammation between *Tff2-null* and wild-type controls and thus we interpreted the massive increase in IMCs in the *Tff2-null* mice to reflect an extracolonic process (Supplementary Fig. 3a–d). During chronic continuous dosing with DSS, *Tff2-null* mice died earlier than both wild-type and *CD2–TFF2* animals, but there were no differences in body weight loss during acute colitis, and little difference in cytokine levels, except for a higher colonic interleukin-1β (IL-1β) and IL-6 level in *Tff2-null* mice, with lower levels in *CD2–Tff2* mice (Supplementary Fig. 3a–d).

It has been proposed that TFF2 contributes to the cytoprotective barrier in the gut^8^. However, TFF2 was not detected at the protein level in the colonic mucosa (Supplementary Fig. 3e) and there was no difference in colonic permeability between *Tff2-null*, *CD2–Tff2* and wild-type mice in the DSS model (Supplementary Fig. 3f). Thus, TFF2 did not significantly contribute to the colonic mucosal barrier and the increased expansion of immature myeloid cells and slightly worsened colitis after DSS in *TFF2-null* mice was not due to direct colonic effects by TFF2.

The inverse relationship between TFF2 status and IMC response to injury was more striking in the azoxymethane (AOM)/DSS model of inflammatory colorectal carcinogenesis, again with a pronounced biological gradient across the TFF2 groups. Five months after AOM/DSS treatment the proportion of splenic MDSCs was lowest in the *CD2–Tff2* mice that also developed significantly fewer tumours (Fig. 2c–e and Supplementary Fig. 4a). In contrast, the *Tff2-null* mice had the most MDSCs and exhibited the greatest number of tumours, which showed a higher dysplasia grade and a greater area of dysplasia by both histology and nuclear β-catenin immunostaining (Fig. 2c–g and Supplementary Fig. 4a,b). *Tff2* mRNA was undetectable in colon of wild-type and *CD2–Tff2* mice treated with AOM/DSS; however, in contrast to decreased *Tff2* mRNA in the spleen of wild-type mice, the level of *Tff2* mRNA in the spleens of *CD2–Tff2* mice remained quite high (Supplementary Fig. 4c). Thus, given the absence of significant colonic TFF2 expression expansion of MDSC and tumour burden were inversely associated with splenic TFF2 status.

### Loss of TFF2 promotes the expansion of MDSCs

In the AOM/DSS model, CD11b^+^Gr-1^+^ cells in the spleen and colonic tumours were heterogeneous, but with a preponderance of Ly-6G^+^ over Ly-6C^+^ subset (Supplementary Fig, 4d–f). Splenic CD11b^+^Gr-1^+^cells from wild-type and *TFF2*-null mice showed low expression of CD40 antigen, moderate level of CD86, variable expression of CD11c, CD31, CD115 and major histocompatibility complexII, and high expression of F4/80, CD80 and PD-L1 (Supplementary Fig. 5a). Both CD80 and PD-L1 suppress anti-tumoral T-cell cytotoxicity in cancer^15^,^16^ and also could be detected on MDSC in tumour (Supplementary Fig. 5b). Splenic CD11b^+^Gr-1^+^CD80^+^ cells inhibited INF-γ production (Supplementary Fig. 5c) and the *in vitro* proliferation of CD4^+^ T cells activated with CD3/CD28 antibody (Fig. 3a). Neutralizing CD80 antibody abrogated the MDSC suppression of T-cell proliferation (Supplementary Fig. 5d). In contrast, splenic CD11b^+^Gr-1^+^ cells from *CD2–Tff2* mice expressed low levels of CD80 and did not suppress proliferation or interferon-γ (IFN-γ) expression of activated T cells (Supplementary Fig. 5a,e,f). Splenic CD11b^+^Gr-1^+^ cells from *Tff2-null* and wild-type mice express higher arginase I activity compared with those from *CD2–Tff2* mice, and lower nitric oxide (NO) activity, but generate high levels of ROS (reactive oxygen species; Supplementary Fig. 5g–i). Together, these data confirm that TFF2 from T cells suppresses the development of splenic MDSCs, which may be a critical step in modulating cancer risk.

There was a significant accumulation of CXCR4-expressing MDSCs around colonic tumours (50- to 100-fold), along with increased expression of pro-tumorigenic cytokines IL-17A and IL-1β (Fig. 3b and Supplementary Fig. 6a–d), in *Tff2-null* and wild-type mice compared with *CD2–Tff2* mice. IL-17A is a key cytokine promoting colonic tumorigenesis, stimulating and mobilizing granulocytes into sites of inflammation^17^,^18^. As expected, MDSCs from tumours generate high ROS activity (Supplementary Fig. 5i). Interestingly, the number of dendritic cells (defined as CD45^+^Ly-6G^-^F4/80^−^CD11b^+^CD11c^+^) was higher in tumours from *CD2–Tff2* mice versus tumours from the other two groups, suggesting a protective role for dendritic cells (Supplementary Fig. 6e). To prove that CD11b^+^Gr-1^+^ cells directly contributed to tumour progression, we performed adoptive transfer of MDSC sorted from spleen and bone marrow of tumour-bearing *Tff2-null* mice into AOM/DSS-treated *CD2–Tff2* mice^19^. The transfer of MDSCs from *Tff2-null* mice resulted in a marked (10-fold) stimulation of tumour growth in *CD2–Tff2* mice (Fig. 3c,d), converting the tumour-resistant *CD2–Tff2* mice into a tumour susceptible phenotype.

CD8 T cells play a key protective role in anti-tumour immune response in colorectal neoplasia^20^,^21^. Depletion of CD8^+^ T cells in *CD2–Tff2* mice treated with AOM/DSS resulted in a marked (10-fold) increase of tumour growth (Fig. 3e,f), indicating that the protective effect of Tff2 overexpression depended on CD8^+^ T-cell immunity. Splenic CD8^+^ T cells from AOM/DSS-treated *CD2–Tff2* express higher levels of IFN-γ and granzyme B (GrB) compared with splenic CD8^+^ T cells from AOM/DSS *Tff2-null* mice (Fig. 3g). There was a direct relationship in the AOM/DSS model between colonic CD8^+^ T cells and TFF2 status, with *Tff2-null* mice having no detectable colonic CD8 mRNA expression (Supplementary Fig. 6f). AOM/DSS-treated wild-type mice receiving splenic IMCs from untreated *CD2–Tff2* mice developed a lower number of tumours and a lower proportion of MDSC but a higher proportion of CD8^+^ cells in the colon compared with wild-type mice that received splenic IMC from *Tff2-null* mice (Fig. 3h–k). These data indicate a critical role for the spleen in the development of early MDSCs. Overall, the association between splenic Tff2 and cancer risk is in keeping with the well-recognized pro-tumorigenic effect of MDSCs and their suppression of tumoricidal CD8^+^ T cells^20^,^22^.

The importance of T cells as a source of TFF2, as opposed to epithelial gastric cells, was confirmed by bone marrow transplantation of *CD2–Tff2*, wild-type or *Tff2-null* donor bone marrow into wild-type mice (5–6 mice per group), followed by the DSS colitis protocol. Wild-type mice that received *CD2–Tff2* bone marrow suffered the mildest colitis, while recipients of *Tff2-null* bone marrow had slightly more severe disease (measured by weight loss, spleen size, colonic shortening and colonic IL-1β expression) (Supplementary Fig. 7a–d). More importantly, following the AOM–DSS protocol, recipients of *Tff2-null* bone marrow as expected developed the greatest tumour burden (*n*=3 per group, Supplementary Fig. 7e).

### TFF2 deficiency is responsible for the expansion of MDSCs

DSS treatment resulted in proliferation of CD11b^+^Gr-1^+^ cells in the spleen that was inhibited in a TFF2-dependent fashion (Fig. 4a,b and Supplementary Fig. 8a). A pulse of BrdU 3 h before sacrifice revealed that the *Tff2-null* mice had the greatest proportion of proliferating IMCs (13%) followed by wild-type (8%) and *CD2–Tff2* (1%) mice (Supplementary Fig. 8a). Recombinant TFF2 (rTFF2) directly inhibited IMC proliferation *in vitro* in a dose-dependent gradient (Fig. 4c), mediated, at least in part, by downregulation of cyclin D1 mRNA in IMCs/MDSCs (Supplementary Fig. 8b,c). TFF2 deficiency enhanced the colony forming unit potential of splenocytes grown in granulocyte-macrophage progenitor propagating media (Fig. 4d) and the proportion of splenic granulocyte-macrophage progenitors (Lin^−^IL-7Rα^−^c-kit^+^Sca-1^-^CD16/32^hi^CD34^+^) by flow cytometry (Supplementary Fig. 8d). Thus, TFF2 released from splenic T cells suppressed proliferation of early splenic myeloid progenitors.

### TFF2 suppresses myeloid cells via CXCR4 receptor

To identify likely candidates for TFF2-mediated suppression of myeloid cell expansion, we performed gene expression microarray. 

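For the microarrays, splenic CD11b+Gr-1+ cells, the immature myeloid cells (IMCs) of this work, were sorted from 4 *Tff2-null* mice on day 19 after a cycle with 3% DSS, a chemical that injures the colon and causes colitis. The cells of each mouse were divided between 2 cultures of 7 days, one with GM-CSF alone and one with GM-CSF plus 3 μM mouse rTFF2, so that each control culture had a partner from the same animal. GM-CSF is a growth factor of myeloid cells. Its dose is 2.5 ng per ml in the paper and 5 nM in the sample labels. RNA of the 8 cultures was hybridized to Affymetrix mouse expression arrays, 1 array per culture, which gave n = 4 mice in each group. The deposited values are log2 signals that the authors made with GCRMA, which corrects the background by the base content of each probe, normalizes the arrays to 1 distribution and summarizes the probes of each probe set. The scanner files were not analysed here, so GCRMA was not rerun. The array medians lay between 4.09 and 4.20 on the log2 scale. After 64 control probe sets were left out, 22626 probe sets were tested with limma as 4 arrays against 4, with Benjamini-Hochberg adjustment over all of them. Exactly 1 gene symbol was attached to 20380 probe sets, several to 691 and none to 1555. For each of 12393 genes the probe set with the highest mean over the 8 arrays was used. A background level of 2.88 was taken as the 95th percentile of 41 genes of other tissues, and 4271 genes lay at or under it in both groups. The fold of a gene that is dim in one group depends on the background correction, and the number of arrays limits the precision of every value. Where one group lay at or under the background level, the fold is given as at least the ratio to that level.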

DSS-induced splenic CD11b^+^Gr-1^+^ cells from *Tff2-null* mice were cultured with granulocyte–macrophage colony-stimulating factor (GM-CSF) only (control) or GM-CSF plus purified mouse rTFF2 (Supplementary Fig. 8e). 

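Genes that mark myeloid cells were strongly expressed in both groups of cultures. *Itgam*, which encodes CD11b, had a log2 signal of 12.35 ± 0.20 (SD, n = 4 mice) with GM-CSF alone and 12.72 ± 0.14 (SD, n = 4) with rTFF2. For *Adgre1*, which encodes a surface antigen of macrophages, the signals were 11.76 ± 0.11 and 11.74 ± 0.05 (adjusted p = 0.90 from limma). For *Csf1r*, the receptor of macrophage colony-stimulating factor, they were 12.67 ± 0.10 and 12.88 ± 0.10 (adjusted p = 0.092). The difference in *Itgam* was 0.37 on the log2 scale (adjusted p = 0.042), higher in 4 of 4 mice, and its adjusted p ranged from 0.010 to 0.11 over the alternatives, and stood over 0.05 among others without control replicate 2 or 3 or without rTFF2 replicate 1, 3 or 4. The *Tff2* probe set lay under the background level in both groups, with means of 2.45 and 2.28, in cells that lack the gene. Of the marker genes of other cell types, few were above the background level in either group, namely 8 of 19 for T and NK cells, 4 of 15 for B cells, 2 of 12 for erythroid cells and 3 of 21 for stromal and endothelial cells. Over all probe sets, arrays of the same group correlated at 0.992 to 0.998 and arrays of different groups at 0.985 to 0.992. The first principal component of the gene values held 66.1% of the variance and parted the groups, with control cultures between -33.2 and -17.3 and rTFF2 cultures between 24.8 and 31.4. The second held 18.2%, and on it both cultures of mouse 2 had the lowest value of their group, -29.8 with GM-CSF alone and -13.0 with rTFF2.

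**Figure D1:**
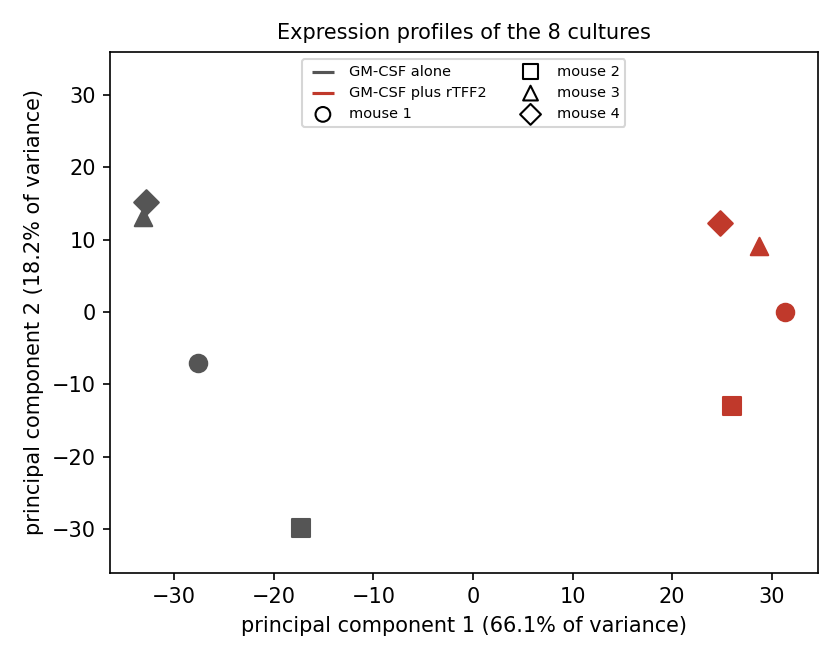
Principal components 1 and 2 of the log2 values of 12393 genes in the 8 cultures, in arbitrary units, with the share of variance on each axis. Colours give the group and symbols the mouse, and the control cultures lie at negative and the rTFF2 cultures at positive values of component 1.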

We compared the gene expression profiles of TFF2-treated and -untreated IMCs. 5,810 genes had a greater than twofold change in expression (Supplementary Table 3). 

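With rTFF2, most of the measured neutrophil genes rose and most of the genes of dendritic cells and MHC class II fell. As wholes, the lists did not pass the list test camera with an estimated correlation between genes (adjusted p = 0.32 and 0.16). With fry, a second list test, the adjusted p was 0.0056 and 1.6e-04 in the same order. Of 20 measured neutrophil genes, 17 rose and none fell (18 rose when adjusted over the list alone). Among them, *Mpo*, the myeloperoxidase of primary granules, rose by 4.12 on the log2 scale (standard error 0.98, adjusted p = 0.016), and *Cxcr2*, a receptor for neutrophil-attracting chemokines, rose by 2.49 (standard error 0.30, adjusted p = 6.5e-04). Of 13 genes of mast cells and basophils, 6 rose and none fell (7 rose when adjusted over the list alone). The basophil protease *Mcpt8* was 72.5-fold higher, at 11.69 ± 0.48 against 5.51 ± 1.10 (SD, n = 4 mice each), carboxypeptidase *Cpa3* was 54.7-fold higher, and the IgE receptor chain *Fcer1a*, at background in the control cultures, was at least 13.2-fold higher. The mast cell proteases *Mcpt4*, *Cma1* and *Tpsb2* lay at background in both groups. Of 7 eosinophil genes, 3 rose, the granule protein genes *Epx*, *Prg2* and *Prg3*, and none fell (3 rose when adjusted over the list alone). With the mouse as a block 1 eosinophil gene fell. Of 19 genes of dendritic cells and MHC class II, 16 fell and none rose (17 fell when adjusted over the list alone). *Ciita*, the activator of MHC class II genes, fell by 3.81 (standard error 0.31, adjusted p = 9.7e-05), as did *Zbtb46*, a transcription factor of classical dendritic cells (-3.42), and the chemokine gene *Ccl22* (-3.03), while *H2-Eb1* went from 12.74 ± 0.29 to 10.00 ± 0.39 (SD, n = 4).

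Macrophage genes went both ways, with 7 of 24 higher, such as *Ms4a7* (log2 fold change 2.90) and *Mertk* (0.84), and 4 lower, such as *Axl* (-3.44) and *Mgl2* (-2.55), and 9 and 5 when adjusted over the list alone. Of 22 genes of inflammatory cytokines and NF-kB targets, 13 rose and 1, *Ccl5*, fell (the same numbers when adjusted over the list alone). *Il12a*, which encodes the p35 chain of IL-12, rose by 5.05 (standard error 0.18, adjusted p = 1.9e-06), *Il6* by 2.64 and *Il1b* by 1.52. Of 20 lysosomal genes, 14 rose and none fell (14 when adjusted over the list alone), among them the proteases *Lgmn* (1.16) and *Ctsd* (0.65). The 10 genes with the largest rise, each in the same direction in 4 of 4 mice, were *Apoe*, *Mcpt8*, *Cxcl5*, *Cpa3*, *Il12a*, *F2r*, *Ctsg*, *Fcer1a*, *Prtn3* and *Mpo*, by the signals as measured. At its bound *Fcer1a* (3.73) would stand below *Epx* (3.95). The chemokine *Cxcl5* was at least 51.8-fold higher. The 10 with the largest fall were *Ly86*, *Klrb1b*, *Hepacam2*, *Cldn1*, *Mfge8*, *Ciita*, *Il2ra*, *Axl*, *Zbtb46* and *Rtn1*, from -4.30 for *Ly86* to -3.40 for *Rtn1* on the log2 scale.

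In all, 771 probe sets had an adjusted p under 0.05 and a change over 2-fold, 413 higher and 358 lower, and 812 had a change over 2-fold with no test. Against the other genes, the preset-correlation test of limma (camera) gave adjusted p = 5.7e-10 for the neutrophil list, 0.0015 for mast cells and basophils, 0.056 for eosinophils, 6.8e-13 for dendritic cells and MHC class II, 0.35 for macrophages, 6.4e-07 for inflammatory genes and 3.4e-09 for lysosomal genes. With an estimated correlation between genes none of these passed, at adjusted p = 0.32, 0.32, 0.43, 0.16, 0.59, 0.25 and 0.16 in the same order. The 3′ to 5′ difference of *Actb*, a measure of RNA quality, was higher with rTFF2 by 0.17, and with it as a covariate 14 of the dendritic cell and MHC class II genes fell (median of the list -2.05). The neutrophil count fell to 10 without rTFF2 replicate 3 and to 11 without control replicate 3 or rTFF2 replicate 4. The control culture of mouse 2 already had high *Mpo* (8.95), *Ctsg* (9.88) and *Prtn3* (9.87), and adjusted p over the alternatives reached 0.050, 0.081 and 0.058 for these genes. None of the 3 passed with a trended and robust prior, nor *Ctsg* with the offset. *Prtn3* did not pass without control replicate 3 or rTFF2 replicate 3 or 4 and *Ctsg* did not pass without these, control replicate 4 or rTFF2 replicate 1 or 2. The log2 fold change was 5.16 for *Mpo* and 5.18 for *Prtn3* without control replicate 2, and 3.38 and 3.28 without control replicate 4. That of *Ctsg* was 3.55 without control replicate 3 and 3.57 without control replicate 4, and over 1.5 times higher in fold without control replicate 2. Without control replicate 1 it was 6.53 for *Cpa3* and 4.65 for *Epx*.

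**Figure D2:**
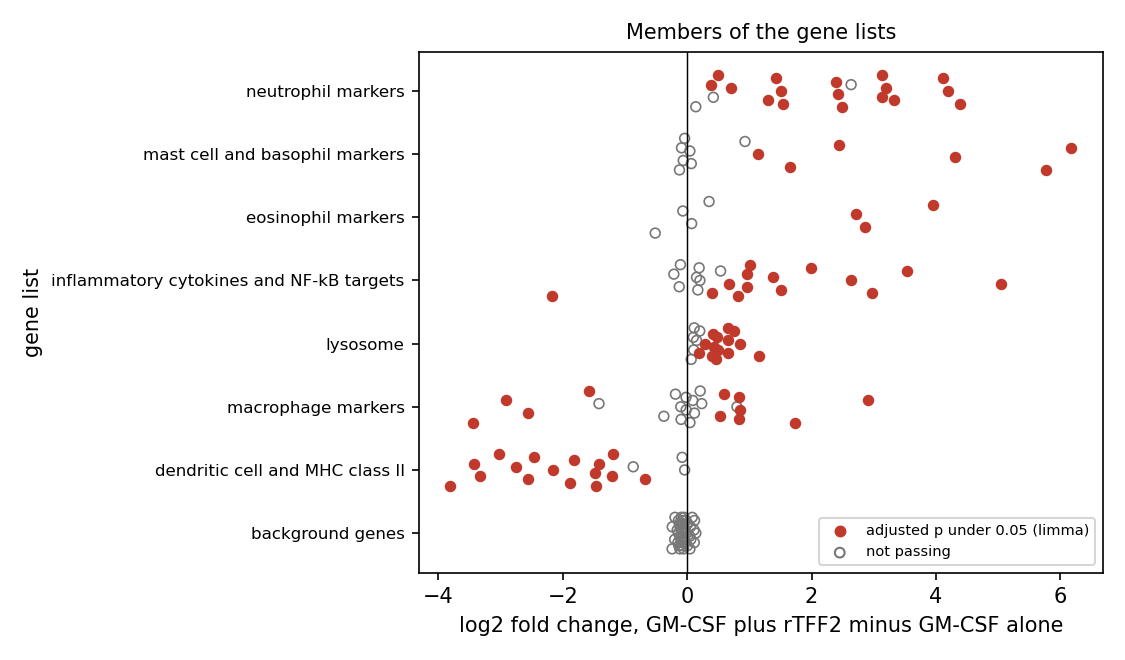
Log2 fold change (GM-CSF plus rTFF2 minus GM-CSF alone) of each measured member of 7 gene lists and of the 41 background genes, 1 point per gene, filled where the adjusted p from limma was under 0.05. Neutrophil points reach 4.38, dendritic cell and MHC class II points reach -3.81, and no background gene passed.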

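*Ccnd1*, which encodes cyclin D1, fell in all 4 mice, from a log2 signal of 10.70 ± 0.15 (SD, n = 4) with GM-CSF alone to 7.66 ± 0.54 (SD, n = 4) with rTFF2, an 8.20-fold decrease (standard error 0.23 on the log2 scale, adjusted p = 8.9e-05 from limma). Its other probe sets gave 8.82-fold and 7.91-fold decreases. *Ccne1*, which encodes cyclin E1, went from 7.58 ± 0.13 to 6.39 ± 0.35, a 2.29-fold decrease (standard error 0.16, adjusted p = 0.0010), lower in 4 of 4 mice. *Nupr1*, a stress-induced nuclear protein gene, went from 6.14 ± 0.56 to 7.55 ± 0.26, a 2.66-fold increase (standard error 0.26, adjusted p = 0.0046), higher in 4 of 4 mice, and its second probe set gave 2.71-fold.

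Of 17 measured activators of the G1/S transition, 8 fell and none rose (8 fell when adjusted over the list alone). Besides both cyclins these were *Ccnd2*, *Ccne2*, *Skp2*, *Cks1b*, *Ccnc* and *Cdk4*. For *Ccnc* the other 2 probe sets gave log2 fold changes of 0.17 and 0.16 and did not pass. *Myc* (-0.32), *Cdk2* (-0.25) and *Cdc25a* (0.35) did not pass. Of 28 genes of DNA replication, 20 fell and none rose (25 fell when adjusted over the list alone), among them the uracil glycosylase *Ung* (-1.52) and the DNA polymerase subunit *Pola1* (-0.87). Of 26 mitotic genes, 23 fell and none rose (25 fell and 1 rose when adjusted over the list alone), among them the spindle genes *Prc1* (-1.22) and *Cenpe* (-1.13). *Mki67*, which encodes the proliferation marker Ki-67, had a log2 fold change of -0.22 and did not pass (adjusted p = 0.12). Of 22 cell cycle inhibitors, 4 rose, *Nupr1* and the damage-response genes *Gadd45a* (1.41), *Gadd45b* (0.82) and *Gadd45g* (0.46), and 3 fell, the CDK inhibitor gene *Cdkn2c* (-1.08), the kinase gene *Wee1* (-0.62) and *Rbl1* (-0.36), a relative of the retinoblastoma gene (the same numbers when adjusted over the list alone). With the mouse as a block *Gadd45g* and *Rbl1* did not pass (adjusted p = 0.057 and 0.059) while *Cdc25a* (0.043) and the inhibitor *Btg2* did (0.013). *Cdkn1a*, which encodes p21, was at -0.01 and *Cdkn1b*, which encodes p27, at 0.16, and neither passed.

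The list test (camera) gave adjusted p = 0.0067 for the G1/S activators, 6.9e-09 for DNA replication, 1.3e-10 for mitosis and 0.37 for the inhibitors. With an estimated correlation these were adjusted p = 0.35, 0.34, 0.32 and 0.59. With the 3′ to 5′ difference of *Actb* as a covariate the G1/S list did not pass either (adjusted p = 0.079). The count of lower replication genes was 10 without control replicate 1 and 10 without rTFF2 replicate 3. The paper sets the lower positive and higher negative regulators beside a suppression of IMC proliferation by TFF2.

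**Figure D3:**
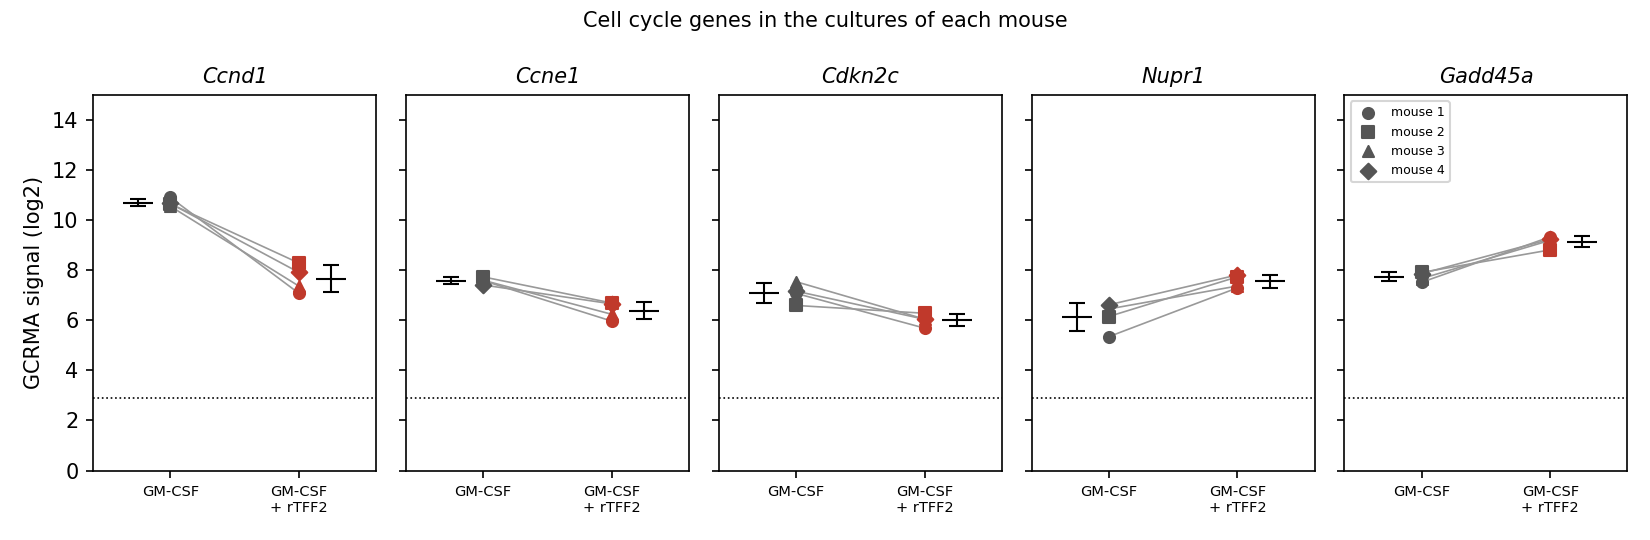
GCRMA signal (log2) of 5 cell cycle genes in the cultures of each mouse, with a line joining the cultures of 1 mouse, bars for mean and SD of n = 4, and a dotted line at the background level of 2.88. Cyclin D1 and cyclin E1 lie lower and *Nupr1* higher with rTFF2 in each mouse.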

Positive regulators of cell cycle (cyclin D1 and cyclin E1) were downregulated (eight- and twofold, accordingly), while negative regulators of cell cycle (such as Nurp1) were upregulated, in keeping with TFF2-mediated suppression of IMC proliferation (validated by qRT–PCR, Supplementary Fig. 8f and Supplementary Table 3). 

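*Apoe* encodes apolipoprotein E, a carrier of lipids secreted by macrophages. It had the largest measured rise of the 12393 genes, ahead of *Mcpt8* and *Cxcl5*, from a log2 signal of 3.12 ± 0.23 (SD, n = 4 mice) with GM-CSF alone, where 3 of 4 arrays lay above background, to 9.61 ± 1.83 (SD, n = 4) with rTFF2. This was an 89.8-fold difference, a log2 fold change of 6.49 (standard error 0.74, adjusted p = 5.1e-04 from limma), higher in 4 of 4 mice. The rTFF2 cultures of mice 1 to 4 stood at 9.99, 6.94, 10.55 and 10.96, so mouse 2 rose less than the others, and without its rTFF2 culture the fold was 167. With 32 added to the linear signals, which damps dim values, the fold was 20.7. Its rise then ranked at place 3, as it did without control replicate 1 and without rTFF2 replicate 4.

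Other genes of cholesterol efflux and of the nuclear receptor LXR moved both ways. Of 18 measured, 7 rose and 1 fell, and 5 fell with the mouse as a block. *Apoe* and *Apoc2* (4.93-fold, adjusted p = 0.0012) rose. With log2 fold changes in brackets, the transporter gene *Abca1* (1.64), *Mylip* (1.26), *Npc1* (0.74), *Rxra* (0.45) and *Npc2* (0.29) rose too. The product of *Mylip* marks the LDL receptor for degradation. The scavenger receptor gene *Cd36* fell by 2.48 on the log2 scale. When adjusted over the list alone 7 rose and 4 fell. *Abcg1* (-0.10) and *Nr1h3* (-0.12), which encodes LXRα, did not pass, and *Nr1h3* lay at background in both groups. Of 19 genes of cholesterol synthesis, 8 fell and none rose (12 fell when adjusted over the list alone), among them the sterol demethylase *Cyp51* (-1.30) and *Idi1* (-1.05). Their number was 16 when the arrays were paired by mouse as a block, and between 3 and 15 when single arrays were left out. The efflux list had 5 lower members with the block in place of 1, and 4 without control replicate 2. The list test (camera) gave adjusted p = 0.33 for the efflux list and 1.4e-05 for cholesterol synthesis, and adjusted p = 0.43 for each with an estimated correlation. The efflux list had a median of -0.09 and a mean of 0.26 on the log2 scale, so they differ in sign.

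**Figure D4:**
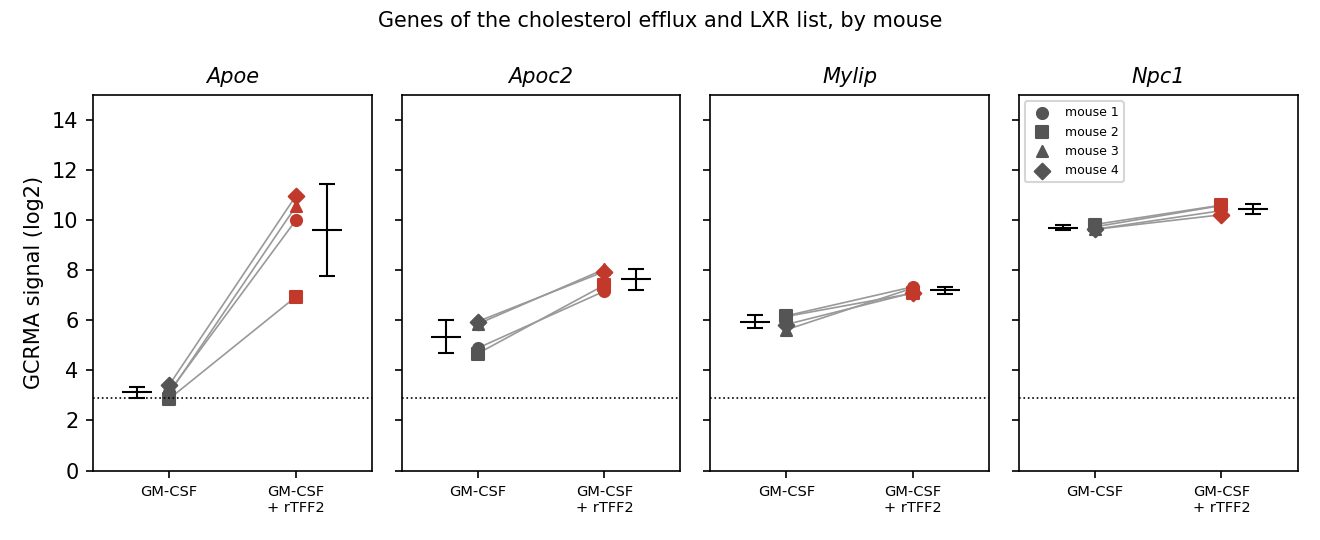
GCRMA signal (log2) of *Apoe*, *Apoc2*, *Mylip* and *Npc1* in the cultures of each mouse, with a line joining the cultures of 1 mouse, bars for mean and SD of n = 4, and a dotted line at the background level of 2.88. *Apoe* lies near that level with GM-CSF alone and between 6.94 and 10.96 with rTFF2.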

ApoE was one of the most upregulated genes (∼90-fold), a finding confirmed by qRT–PCR (Supplementary Fig. 8g and Supplementary Table 3). ApoE has been shown to retard metastasis^23^,^24^, and cell-surface proteoglycan-bound ApoE can directly suppress the proliferation of haematopoietic stem and progenitor cells, limiting expansion of myeloid cells^23^. Indeed, addition of rTFF2 to sorted IMCs induced the expression of the biologically relevant cell-bound ApoE (Fig. 4e). The suppression of tumour growth in response to TFF2 overexpression in the AOM/DSS model was not, however, significantly altered by knockout of the *ApoE* gene (Supplementary Fig. 8h), suggesting that there may be other important signalling targets beyond ApoE.

The CXCR4 receptor is highly expressed on MDSC from blood and colonic tumour tissues from CRC patients^25^ and TFF2 binds to and acts through the CXCR4 receptor^26^,^27^,^28^,^29^, CXCR4 expression on splenic CD11b^+^Gr-1^+^ cells was increased in DSS-treated and in tumour-bearing mice (Supplementary Fig. 8i,j). Given the close association between rTFF2 treatment of IMCs and suppression of cyclin D1, we measured the expression of cyclin D1 to test whether TFF2 suppressed proliferation of MDSC through the CXCR4 receptor. We used AMD3100 to block CXCR4 on IMCs *in vitro* (Fig. 4f). Treatment with AMD3100 reduced the TFF2-mediated downregulation of cyclin D1 (up to 80%), while AMD3100 alone had no effect on cyclin D1 level.

If TFF2 expression by splenic CD4 T cells is a component of the anti-inflammatory reflex, it should follow that physical disruption of splenic innervation would accelerate tumorigenesis in the AOM/DSS model. To specifically denervate the spleen without otherwise altering innervation of the gastrointestinal tract, we resected nerves along the splenic artery. Wild-type mice with splenic denervation (SpDnx) showed a statistically greater tumour number along with higher proportion of MDSC in spleen and bone marrow compared with control (Sham) mice receiving Sham surgery (Fig. 4g,h and Supplementary Fig. 8k–m). Thus, SpDnx in the setting of carcinogenesis leads to a marked increase in myeloid cell expansion and more rapid progression to colorectal cancer.

### *TFF2* gene delivery confers therapeutic effect on cancer

Having established splenic TFF2 as an important factor within the vagally mediated anti-inflammatory reflex arc, we wondered whether exogenous TFF2 delivery could be used to suppress MDSCs and cancer. We infected *Tff2-null* and wild-type mice with an adenovirus vector Ad-Tff2 that expressed mouse TFF2 or a control vector Ad-Fc expressing the Fc fragment of IgG (Supplementary Fig. 9a,b). After one dose of Ad-Tff2 (5 × 10^8^ pfu/mouse), TFF2 was detected in peripheral blood of *Tff2-null*, wild-type and nonobese diabetic/severe combined immunodeficiency (NOD–SCID) mice (Fig. 5a). Both wild-type and *Tff2-null* mice injected with Ad-Tff2 had fewer peripheral MDSCs in blood and spleen (Fig. 5b,c and Supplementary Fig. 9c), and developed significantly fewer tumours versus control (Fig. 5d-g). On histopathology, the area of dysplasia was significantly reduced in Ad-*Tff2* treated versus control mice (Fig. 5h,i). In contrast, there was no difference in tumour number in immunodeficient Rag2^−/−^ mice injected with Ad-TFF2 versus Ad-Fc adenovirus (Supplementary Fig. 9d), indicating once again that TFF2 suppresses tumorigenesis via the adaptive immune system.

## Discussion

Splenic TFF2 is a secreted peptide expressed predominantly in memory T cells, co-localized with ChAT-EGFP cells shown to mark memory CD4^+^ T cells^6^. TFF2 is induced *in vivo* by vagal stimulation and *in vitro* in CD4^+^ T cell by adrenergic stimulation, and induction by DSS treatment was blocked by vagotomy. Thus, splenic TFF2 is regulated by the inflammatory reflex, which in the acute setting results in the release of acetylcholine by memory CD4^+^ T cells and suppression of tumor necrosis factor-α production by macrophages^6^. Our findings suggest that the production of TFF2 by ChAT+ T cells represents a more delayed response, preventing proliferation of myeloid progenitors and the development of MDSCs following chronic stress. In contrast to the mild reduction in histologic colitis in *CD2–Tff2* transgenic mice in response to DSS treatment, we noted marked reduction in later tumour development in response to AOM/DSS. This was due to a reduction in MDSCs, since tumour suppression could be overcome by adoptive transfer of MDSCs from *TFF2-null* mice, and abrogated by immune depletion of CD8^+^ T cells.

MDSCs are increased in blood and tumour tissues from patients with advanced colorectal cancer^30^,^31^,^32^. In the setting of cancer and inflammation, the spleen becomes an important source of myeloid cells in animal models and human patients^33^,^34^. MDSCs suppress T-cell immunity through PD-L1, Arg-1, iNOS and ROS, although they also have direct pro-tumorigenic effects^25^. TFF2 acts via CXCR4 receptor that is highly expressed on MDSCs in patients with ovarian cancer, promoting their accumulation^35^, and on MDSCs in colorectal cancer^25^. Previous studies have shown that TFF2 binds to CXCR4 with low affinity^26^ and while relatively high concentrations (0.5–0.8 μM) of trefoil peptides are required for signalling^36^,^37^,^38^, the normal physiologic concentration of TFF2 may be high^39^. Further studies are needed to explore possible correlations between circulating TFF2 and the levels of MDSC. TFF2 upregulated ApoE but *ApoE−/−/CD2–Tff2* mice did not develop significantly more tumours than *CD2–Tff2* mice, suggesting some functional redundancy within this system. Overexpression of TFF2 led to a slight increase in tumour-associated dendritic cells, which might also contribute to tumour immunity. Finally, SpDnx in wild-type mice treated with AOM/DSS also resulted in both a marked increase in MDSCs and in tumour development, confirming the importance of the anti-inflammatory reflex in modulating tumour immunity.

TFF2 is lowly expressed in the intestine^10^, but no TFF2 protein could be detected in the colon of our AOM/DSS-treated mice. Furthermore, the relative sufficiency of TFF2 did not impact on intestinal barrier function. Thus, it is unlikely that local colonic production of TFF2 was responsible for the observed effects. The contribution of circulating TFF2, derived from the stomach, could not be absolutely excluded^40^. However, we observed marked differences in tumour development in mice that received wild-type versus *TFF2-null* versus *CD2–Tff2* bone marrow transplants, thus indicating the predominant role of hematopoietic, rather than epithelial, TFF2 expression at least for colorectal carcinogenesis. Finally, the marked increase in colonic tumour development following SpDnx underscores the critical role for the splenic response to carcinogenic stress. Our model, informed by earlier work, begins with the release of noradrenaline from the post-ganglionic vagus nerve in response to injury (Supplementary Fig. 10). This stimulates splenic memory T cells to upregulate TFF2 expression that acts in a paracrine fashion on local IMC/MDSCs and myeloid progenitors via the CXCR4 receptor. TFF2 suppresses IMC/MDSC proliferation in part through downregulation of cyclin D1 (and possibly through upregulation of cell-bound ApoE) thus reducing MDSCs and liberating anti-tumorigenic CD8^+^ T cells to inhibit the development of cancer. This vagally mediated circuit can be enhanced by exogenous delivery of TFF2, either through bone marrow transplantation or by an adenoviral vector, both of which suppressed MDSCs and prevented cancers. These data indicate that TFF2 is a critical component in suppressing splenic MDSCs as a part of the vagal inflammatory reflex, and suggests its potential utility in combined cancer therapy.

## Methods

### Mice

*C57/BL6* wild-type, Rag2^−/−^ , B6.129P2-*Apoe*^*tm1Unc*^/J mice were purchased from Jackson Laboratories (Bar Harbor, ME), *Tff2-null* mice were described earlier^14^, TFF2–BAC–EGFP–*Cre* transgenic mice that express an EGFP–Cre fusion protein and *CD2–Tff2* mice were generated in our laboratory, both on *C57BL/6* background, *Cxcr4*::EGFP mice (also on *C57BL/6* background) were kindly provided by Richard J. Miller (Northwestern University Medical School, USA). Sex and age matched mice were used at 6–12 weeks of age. To generate the *CD2–Tff2* mice, the mouse gene *Tff2* was cloned downstream into hCD2 promoter into *Eco*RI site of expressing vector. For this purpose site for *Eco*RI site was incorporated in primers for PCR amplification of mouse *Tff2* sequence using respective mouse complementary DNA (cDNA) library clone BC050086 (Open Biosystem, Baltimore, MD). The forward primer was 5′-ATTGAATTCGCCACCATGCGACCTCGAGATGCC-3′. The reverse primer was 5′-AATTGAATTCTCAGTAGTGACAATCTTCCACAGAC-3′. Resulting construct was transfected into *Escherichia coli* Stbl2 competent cells, clones were verified for presence and proper orientation of *Tff2* gene by sequencing using forward primer located in CD2 and reverse primer located within *TFF2* sequence. Transgenic mouse lines expressing the Tff2 protein in T cells were generated in Transgenic Core Facility of Columbia University, on a *B6CBA/F2* background. The offspring were screened for transgene integration by PCR analysis using primers selected for promoter part of *CD2* and *Tff2* gene. The offspring were tested for the presence of transgenic *CD2–Tff2* mRNA transcript spleen and thymus. Transgenic mice were backcrossed to *C57BL/6* for more than 10 generations before using in experiments. All animal protocols were in accordance to guidelines by the National Institutes of Health and approved by the Institutional Animal Care and Use Committee at Columbia University. The TFF2–BAC–EGFP–*Cre* transgenic mice were generated by BAC recombineering (clone RP23-332C16 purchased from Children's Hospital Oakland Research Institute), as previously described^41^. Recombineering primers amplified the EGFP–Cre–pA–fNf cassette with 60 bp homology arms upstream and downstream of the *TFF2* translational stop codon in exon 4. We generated three founder lines, all of which displayed a similar pattern of expression throughout various organs (stomach, pancreas and spleen). As a result, all lines were backcrossed six generations to C57BL/6 J and Line 3a used for all experiments performed here according to the guidelines of the Institute of Comparative Medicine at Columbia University.

### Induction of colitis

In the experiments involving DSS-induced colitis, 8 to 12 weeks old sex-matched *Tff2-null*, *CD2–Tff2* and wild-type mice were used unless specified otherwise. For induction of chronic colitis, *Tff2-null*, *CD2–Tff2* and wild-type mice were given 2.5% DSS (molecular weigh 36,000–50,000; MP Biomedicals, Solon, OH, USA) dissolved in drinking water provided *ad libitum* for 5 days, followed by plain water for next 14 days. Mice were analysed at day 19.

### Tumour model

Mice (age 6–8 weeks) were injected intraperitoneally (i.p.) with AOM (10 mg kg^−1^ body weight) and after 1 week 2.5% DSS water was given for 7 days. Mice were killed 5 months later. For experiments with adenovirus system, mice were injected with AOM/DSS as above, and then they were treated with one dose of Ad-m*Tff2* (5 × 10^8^ p.f.u. per mouse) every 2 weeks via tail injection and analysed 3 months later. Macroscopically visible tumours were counted and their sizes were measured. Colon sections were analysed for histopathology scoring.

### Vagus nerve stimulation

Mice were anaesthetised with ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) i.p. A midline abdominal incision was made and the left subdiaphragmatic vagus nerve trunk was isolated. Two bipolar platinum electrodes were applied to the nerve (Plastics One). Electrical stimulation was delivered at 1 V, 2 ms, 5 Hz for 240 min by a stimulation module (STM100A) controlled by the AcqKnowledge software (Biopac Systems). The abdomen is closed in two layers. In Sham-operated animals only an abdominal incision was made and the left subdiaphragmatic vagus nerve trunk isolated. Depth of anaesthesia was monitored by the hind paw reflex and adapted by titrating ketamine and xylazine when mice regained the reflex. Four hours after vagus nerve stimulation yohimbine (2 mg kg^−1^) was administered. Mice were euthanized 180 min later and spleen was harvested.

### Bilateral subdiaphragmatic truncal vagotomy and pyloroplasty

Mice were anaesthetised with ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) i.p. A midline abdominal incision was made and the vagotomy was performed by dividing and cutting both vagal trunks immediately below the diaphragm. To prevent food retention and fatal gastric dilatation a pyloroplasty was performed by cutting the pylorus lengthwise and closing it in a perpendicular fashion using two single 8–0 non-absorbable sutures. The abdominal cavity was closed in a two layer fashion. In control animals (Sham operation), the subdiaphragmatic vagal nerves were isolated but not cut and a pyloroplasty was performed.

### Splenic denervation

Three-week-old *C57BL/6* mice were injected with AOM (azoxymethan) 10 mg kg^−1^ and 3 weeks later SpDnx was performed as follows. Mice were anaesthetised using isoflurane. A midline laparotomy allowed exteriorization of the pancreatic tail after mobilizing the spleen. After dissecting the pancreas until the level of the portal vein, the coeliac artery and the branching of the splenic artery were identified. The nerve bundles were subtly removed using micro-surgical instruments under an operating microscope (magnification × 25). After careful irrigation of the entire abdominal cavity with 0.9% sterile and pre-warmed saline, the sutures was checked for cessation of bleeding and the procedure was ended by closing the abdominal muscles using 5–0 vicryl sutures (Ethicon), and the skin was stapled using 9.0-mm staples (Reflex Skin Closure Systems). A total of 0.1 mg kg^−1^ buprenorphine–HCl in normal saline was injected subcutaneously for analgesia. Mice were given 2 weeks to recover after surgery and AOM was injected twice (5 mg kg^−1^) with interval 1 week between injections. Then mice were given three cycles of 1.5% DSS for 7 days with tap water between DSS. Mice were sacrificed after 4.5–5 months.

### Permeability measurement

Mice were given 2.5% DSS water during 5 days, and then FITC-dextran 4000 was injected as follows. After anaesthesia, a midline laparotomy incision was made. A 2-cm long segment of the colon inside was created with two vascular hemoclips without disrupting the mesenteric vascular arcades. The length of the intestine between two clips was injected with 50 μl of 100 mg ml^−1^ FITC-dextran 4000 (Sigma-Aldrich) solution per mouse. Mice were sacrificed after 1 h and fluorescence was measured in the plasma with a fluorimeter. Dilutions of FITC-dextran in normal mouse serum were used as a standard curve, and absorption of 100 μl of serum or standard was measured in a fluorometer at 488 nm.

### Cell sorting

Splenic CD11b^+^Gr-1+ cells were labelled with PerCP 5.5-conjugated Gr-1 and APC-conjugated CD11b antibodies and sorted using sorter FASCAria.

### Depletion of CD8 cells *in vivo*

Four weeks after AOM/DSS treatment mice were injected i.p. with anti-mouse CD8a antibody (clone 53.6.72, BioXcell) or corresponding isotypic control (clone 2A3, BioXcell) at 12 mg kg^−1^ in sterile DPBS twice weekly for 12 weeks.

### MDSC adoptive transfer

For experiments of MDSC adoptive transfer, *CD2–Tff2* mice were injected with AOM (10 mg kg^−1^), and a week later were treated twice with 2.5% DSS during 7 days with weekly interval between two treatments. Two weeks later CD11b^+^Gr-1^+^ from spleens of *Tff2-null* tumour-bearing mice were labelled with antibody CD11b–APC and Gr-1–PerCP5.5 and sorted by using FASC Aria (BD Bioscience), and then sorted cells were intravenously injected into *CD2–Tff2* (2–3 × 10^6^ per mouse) once a week during 6 weeks. Mice were analysed 5 months after treatment with AOM.

### Adoptive transfer of IMC from *Tff2-null* mice and from *CD2–Tff2* mice

Wild-type mice (CD45.1) were treated AOM/DSS and after 13 weeks injected with CD11b^+^Gr-1^+^ cells (3 × 10^6^ per mouse) sorted from spleens of naive *Tff2-null* and *CD2–Tff2* mice. Mice were analysed 5 weeks later.

### Bone marrow transplantation

Mice were lethally irradiated with single dose 9 Gy and 6 h later were reconstituted with bone marrow cells (3.5–5 × 10^6^ per mouse) by tail vein injection. Transplanted mice were allowed to rest 4 weeks before administration of DSS (2.5%) or AOM/DSS protocols. In tumour studies mice were injected AOM and then were treated with three cycles of 2% DSS water.

### Histopathology

Formalin-preserved colons were processed and embedded in paraffin according to standard procedures. Colon and tumour sections (5 μm) were stained with hematoxylin and eosin and examined by a pathologist blinded to the experimental groups.

### NO and ROS analysis

For NO analysis 100 μl of culture supernatant were mixed with equal volume of Griess agent and nitrite concentrations were measured by comparing the absorbance values of the test sample with standard curve. Absorbance was measured at 550 nm after 15 min incubation at room temperature.

The production of ROS in MDSCs was determined with the dye 29,79-dichlorofluorescein diacetate (Sigma-Aldrich). Cells from mice treated with AOM/DSS were incubated at 37 °C in RPMI 1640 in the presence of 2.0 mM 29,79-dichlorofluorescein diacetate for 30 min, then labelled with antibody CD45–PE–Cy7, CD11b–APC, Gr-1–PerCP5.5 for 20 min. Analysis was then performed by flow cytometry.

### Immunohistochemistry

For granulocyte and Ki67 staining, formalin-fixed paraffin-embedded spleens were stained with anti-Gr-1 (Ly-6G/Ly-6C, clone RB6-8C5) antibody labelled with biotin (dilution 1:200, BioLegend), anti-mouse Ki67 antibody (dilution 1:200) and secondary antibodies (dilution 1:200, Dako).

For CD44 and TFF2 immunostaining 250 μg blefeldin A was injected intravenously into wild- type mice 6 h before sacrificed^42^. Splenic cryosections were incubated with goat anti-mouse CD44 (1:1,000, BD) and rabbit affinity-purified antibody against C-terminal part of molecule (0.01 μg ml^−1^) for 2 h. After washing with PBS-Tween 20, the sections were when incubated with Alexa Fluor 594-conjugated anti-rabbit IgG and Alexa Fluor 488-conjugated anti-goat IgG (BD) for 1 h. Subsequently, splenic cryosections were stained with 4,6-diamidino-2-phenylindole (BD) at 0.1 mg ml^−1^ and observed by fluorescence microscopy with 420 and 590 nm filters.

### FACS analysis

Cells were labelled with appropriate antibodies and sorted using sorter FASCAria (Becton Dickinson). Phycoerythrin (PE)-conjugated anti-mouse-CD11c (clone N418), -CD86 (clone GL1), -CD80 (clone 16-10A1), -CD31 (clone 390), -CD40 (clone 1c10), -major histocompatibility complexII (clone I-A), -CD115 (clone AFS98), -F4/80 (clone BM8) (from eBioscience). Anti-mouse PE–Cy7–CD8a (clone 53-6.7), Alexa Flour 700-CD4 (clone GK1.5), APC–Cy7–CD3ɛ (clone 145-2C11), PerCP–Cy 5.5–Gr-1 (Ly-6G/Ly-6C, clone RB6-8C5), APC–CD11b (clone M1/70), PE/Cy7–CD45 (clone 30-F11), FITC–Ly-6G (clone RB6-8C5) were purchased from PharMingen or Biolegend, PerCP/Cy5.5–CD16/32 (clone 93), Pacific Blue Ms CD3/Ly-6G(Ly-6C)/CD11b/CD45R(B220)/Ter-119, PE/Cy7–CD117 (clone 2B8), APC–CD115 (clone AfS98), PE–CD127 (clone A7R34), APC–Cy7–Ly6A/E (clone D7), FITC–CD34 (clone RAM34), APC–CD4 (clone RM4-5), FITC–CD44 (IM7), PerCP/Cy5.5–CD62L (MEL-14) were purchased from PharMingen, eBiocsience or Biolegend. Dead cells were discriminated using 4,6-diamidino-2-phenylindole. Samples were analysed on LSRII flow cytometer and the data files were analysed using FlowJo 5.5.5 software.

### ELISPOT assay

Sorted spleen CD8+ T cells from either *Tff2-null* or *CD2–Tff2* AOM/DSS-treated tumour-bearing mice were mixed with irradiated naive splenocytes at 1:1 ratio. Cells were then stimulated with 1 μg ml^−1^ each anti-CD3/CD28 antibodies (Biolegend) for 48 h. ELISPOT assay was performed by using Mouse IFN-γ/Granzyme B dual-color Elispot kit (R&D Systems) according to manufacturer's instructions. Plates were scanned and counted for INF-γ or Granzyme B stained dots.

### Semi-quantitative and qRT–PCR

Splenic T and B cells were isolated from wild-type mice by negative selection using immunomagnetic separation kit (Myltenyi Biotech, Inc.). To confirm the validity of separation procedure total mRNA was extracted from T- and B-cell population and subjected to semi-quantitative PCR analysis for T and B cell-specific marker Thy 1.2 and CD19, respectively. Total RNA was isolated and reverse transcribed to cDNA with Superscript III (Invitrogen, Carlsbad, USA). Selected ApoE and three cell cycle related genes (cyclin D1, cyclin E1, Nupr 1), which differential expression in TFF2 treated cells was identified by microarray hybridization analysis, were tested by the real-time qRT–PCR assay.

Mouse TFF2 primers (5′-GTCAGCTCGCAAGAATTGTG-3′, (exon 3–4) 5′-GGCAGTAGCAACTCTCAGTA-3′, probe: 5′-/56-FAM/CAGGGCACT/ZEN/TCAAAGATCAGGTTGGA/3IABkFQ/-3′) mouse CD8b1 primers: (5′-TGGCCGTCTACTTTTACTGTG-3′, (exon 5–6) 5′-GGCGCTGATCATTTGTGAAAC-3′, probe: 5′-/56-FAM/TGAAGTGAA/ZEN/TTCGGGCTCTCCTCC/3IABkFQ/-3′); mGAPDH primers: IDT Mm.PT.39a.1 (exon 2–3), TaqMan Universal PCR Master mix.

Mouse ApoE−/− primers (5′-GATCCGATCCCCTGCTCAGA-3′; 5′-TCTGTCACCTCCGGCTCTCC-3′), cyclin E1 (5′-TTCAGCCTCG GAAAATCAGACC-3′; 5′-GCACACCTCCATTAGCCAATCC-3′), Nupr1 (5′-GGTCGGACCAAGAGAGAAGCTG-3′; 5′-TGGTGTCTGTG GTCTGGCCTTA-3′), IL-1β (5′-CAACCAACAAGTGATATTCTCCATG-3′; 5′-GATCCACACTCTCCAGCTGCA-3′), IL-17A (5′-TCCAGAATGTGAAGGTCAACC-3′; 5′-TATCAGGGTCTTCATTGCGG-3′), and reference gene GAPDH (5′-ACGGACCCCAAAAGATGAAG-3′; 5′-TTCTCCACAGCCACAATGAG-3′), Mastermix (Qiagen) with SYBR Green.

For calculation of fold augmentation RNA amounts were normalized to GAPDH mRNA. Assays were performed on ABI 7500 thermal cycler (Applied Biosystem). Results were calculated using 2^−ddCt^ formula. Statistical significance of different gene expression (dCt) was evaluated using Student's *t*-test for paired samples.

When sorted CD11b^+^Gr-1^+^ cells were used total mRNA was isolated by using RNAqueus-micro Kit (Ambion, Grand Island, NY).

### CD11b^+^ Gr-1^+^ cells proliferation assay

CD11b^+^ Gr-1^+^ cell proliferation was determined using BrdU Cell Proliferation Assay Kit (Calbiochem, Germany) or mRNA cyclin D1 was quantified by qRT–PCR. Live CD11b^+^Gr-1^+^ cells from DSS-induced (day 19) or tumour-bearing mice were sorted from spleen and cultured 7 days in complete RPMI 1640 medium (Invitrogen) supplemented with 10% FCS (HyClone), 50 μM β-mercaptoethanol, 1 mM penicillin-streptomicin, GM-CSF in concentrations 2.5 ng ml^−1^. Recombinant mouse TFF2 was added in concentration as indicated. Every 48 h half of medium was replaced with fresh culture medium. Cell proliferation was determined by addition of BrdU during the final 18 h of culture accordingly protocol of manufacture. When specified, CD11b^+^ Gr-1^+^ cells were preincubated for 30 min with AMD3100 (0.6 μM final concentration) or antibody CD80 (10 μg ml^−1^) on ice, then cells were cultured as above.

### T cell proliferation assay

CD4+ T cells were sorted from untreated *Tff*2-null- mice and stimulated with 2.5 μg ml^−1^ plate-bound anti-CD3 and 2.5 μg ml^−1^ CD28 antibodies (BD Pharmigen) for 24 h. Live CD11b^+^Gr-1^+^ cells were sorted from spleen of *Tff2-null* AOM/DSS-treated mice (5–6 months after treatment) and cultured at indicated ratios with activated T cells in 96-well flat bottom plates in complete RPMI 1640 medium (Invitrogen) supplemented with 10% FBS, 10 mM HEPES, 1 mM penicillin-streptomycin and 50 μM β-mercaptoethanol. T cells proliferation was assessed after 72 h culture by pulsing with BrdU during the final 18 h of culture accordingly protocol of manufacture (Calbiochem, Germany). Supernatant was used for IFN-γ measurement by using commercial BD OptEIA Set kits (BD Biosciences, Sydney, Australia).

### Generation of adenovirus expressing m*Tff*2

Adenoviral vector (pAdlox), recombinant Ad-GFP and Ad-Fc (human Fc fragment of IgG1) were kindly provided by Dr Jan Kitajewski (Columbia University, NYC). The full-length m*Tff2* cDNA fragment was generated by PCR amplification using phCMV3-m*Tff2* construct and subcloned into pAdlox vector by In-fusion HD Cloning Kit (Clontech Co.). The construct of pAdlox-mT*ff*2 was confirmed by DNA sequencing, then, linearized by SfiI and packaged in HEK293 cells. The expression of recombinant m*Tff2* in 293 cells was verified by western blot. All of the viral particles were purified by caesium chloride density gradient centrifugation and titrated by TCID50 method.

### Microarray analysis

Splenic CD11b^+^Gr-1^+^ cell were sorted by flow cytometry from spleens of *Tff2*-null mice (*n*=4) taken on day 19 after single cycle with 3% DSS and split into two halves. One half was cultured for 7 days at density 1 × 10^6^ cells per ml in 3 ml complete RPMI 1640 medium (10% FCS, ES grade, Invitrogen) supplemented with GM-CSF (2.5 ng ml^−1^) alone while another half with an addition of 3 μM of mouse rTFF2. mRNA from eight samples was purified by using Trizol reagent (Invitrogen). Total RNA was reverse transcribed, amplified, labelled and hybridized to Mouse Genome 430A 2.0 arrays (Affymetrix) at The Core Facility of Columbia University. Data from the hybridized chips were scanned and analysed using Bioconductor and R software^43^,^44^. 

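Control probe sets on the arrays gave the following values. The difference between the 3′ and 5′ probe sets of *Actb*, which grows as RNA degrades, was 0.53 ± 0.09 on the log2 scale (SD, n = 4) in the control cultures and 0.70 ± 0.05 (SD, n = 4) in the rTFF2 cultures (two-sided exact permutation test, p = 0.029, the smallest p that 4 arrays against 4 allow). For *Gapdh* it was 0.22 ± 0.07 and 0.26 ± 0.04 (p = 0.40 from the same exact test). The 18 probe sets of hybridization controls, RNAs added in equal amounts to each sample, differed between the groups by a median of 0.16 (p = 0.17 for their array means from the same exact test). These exact tests left out the pairing by mouse. Only 8 splits part the cultures of every mouse, too few for a p under 0.05. Between 7878 and 8016 genes lay above the background level on each array. No pair of arrays correlated at over 0.998, so no array appeared to be present more than once.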

All eight chips passed recommended QC tests^45^. Normalization was performed using GCRMA^46^,^47^and statistical analysis was performed using Limma^43^. 

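In the limma test, 4927 of 22626 probe sets (21.8%) had an adjusted p under 0.05, 2636 higher and 2291 lower with rTFF2. Their median change was 1.44-fold. At the level of genes, 2920 of 12393 (23.6%) passed, 1531 higher and 1389 lower, and 518 of them also changed over 2-fold. After median centring of the arrays, 5136 probe sets passed and 41.9% of them were higher, against 53.5% before. The median of the rTFF2 arrays lay slightly above that of the control arrays, at 4.14 to 4.20 against 4.09 to 4.12. Fitted without both arrays of mouse 2, an alternative chosen after the data were seen, 4766 probe sets passed. With the 3′ to 5′ difference of *Actb* as a covariate, also chosen after the data were seen, 2295 probe sets and 1409 genes passed. A stricter threshold of 0.01 left 2417 probe sets, and a test against a 2-fold change left 115.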

5,810 transcripts which were differentially expressed with a Benjamini-Hochberg False Discovery Rate^48^, fdr<0.05 were found. The array data was deposited in the Gene Expression Omnibus, accession number GSE47596.

### Western blotting

Tissues (spleen, stomach mucosa, thymus, colon) were collected in RIPA lysis buffer supplemented with complete protease inhibitor cocktail (Roche) and homogenized. CD4^+^ T cells were isolated from spleen of wild-type mice on day 3 after treatment with 3% DSS and stimulated with cell activation cocktail (with brefeldin A) for 16 h. Samples were resolved by 18% SDS–PAGE and transferred to 0.2-μm pore-size PVDF membrane (Immobilon-Psq, Millipore). Membranes were blocked in 5% non-fat milk, incubated overnight at 4 °C with rabbit antibodies raised against C-end of mouse TFF2 molecule (1 μg ml^−1^) and probed with horseradish peroxidase-tagged secondary antibodies. Blots were developed with SuperSignal West Femto Maximum Sensitivity Substrate Kit (Pierce ECL). (Supplementary Figures 11).

### Cytokine ELISA

Elisa assay was performed with commercial BD OptEIA Set kits (BD Biosciences, Sydney, Australia).

### *In vivo* bromodeoxyuridine labelling

Mice were subjected to DSS protocol to induce colitis, and then injected with BrdU i.p. (1 mg per 20 g body weight) 3 h before killing them. Splenic cells were stained for CD11b^+^, Gr-1^+^ and intracellular BrdU staining was performed by using FITC BrdU flow kit (BD Pharmigen, San Diego) according to manufacturer's instructions.

### Statistical analysis

Graphs and analyses were calculated using GrapPadPrism. *P* values were determined by using two-tailed unpaired Student's *t*-test. For three or more groups an analysis of variance followed by Sidak's or Holm–Sidak's multiple comparison test or Kruskal–Wallis test was performed. The following designations apply to all figures: NS, non-significant, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. *P* values<0.05 were considered significant. Statistical analysis of survival curves was performed using log-rank test.

## Additional information

**Accession codes:** The microarray data have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE47596.

**How to cite this article:** Dubeykovskaya, Z. *et al.* Neural innervation stimulates splenic TFF2 to arrest myeloid cell expansion and cancer. *Nat. Commun.* 7:10517 doi: 10.1038/ncomms10517 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-11, Supplementary Tables 1-3

## Figures and Tables

**Figure 1:**
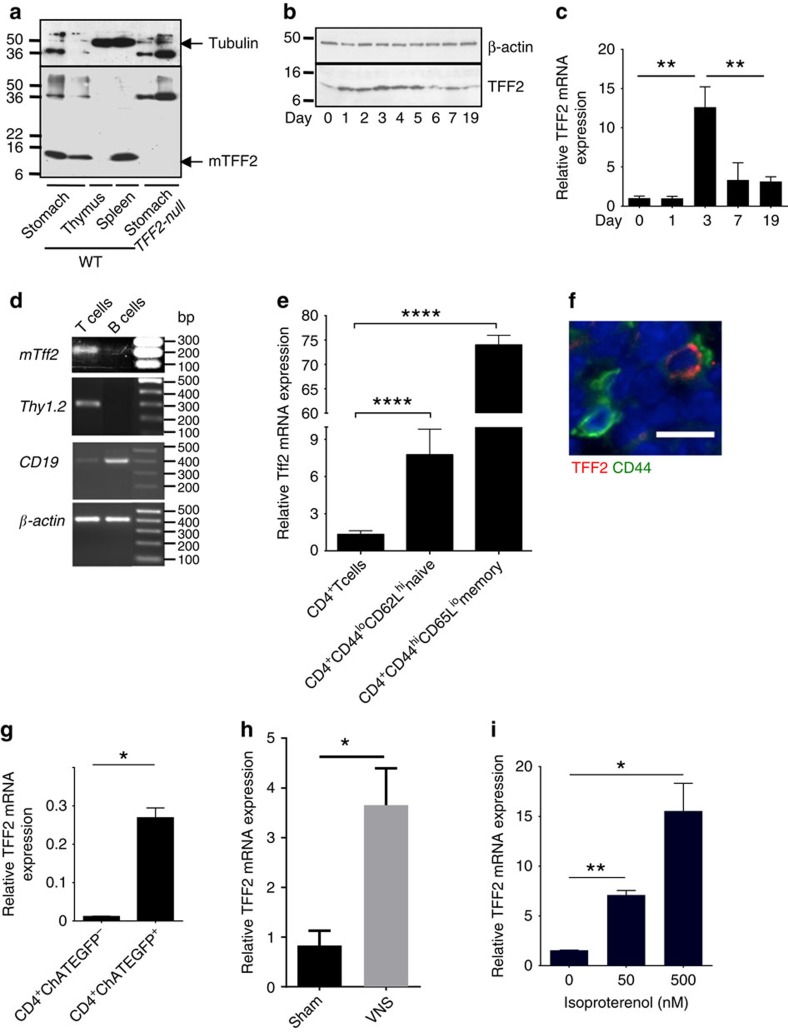
TFF2 is expressed in CD4^+^ memory T cells and regulated by the vagus nerve. (**a**) Identification of TFF2 peptide in normal spleen of wild-type mice by western blot. (**b**,**c**) Time-course change of the TFF2 protein (**b**) and mRNA (**c**) in spleen of wild-type mice after 2.5% DSS treatment. Data shown are representative of two experiments for each analysis. Data is mean±s.e.m of triplicate determinations, **P<0.01, unpaired *t*-test, two-tailed. (**d**) Detection of *Tff2* mRNA in T cells in untreated wild-type mice by semi-quantitative RT-PCR. Total mRNA from splenic T and B cells was isolated from wild-type mice and then *Tff2* mRNA was analysed along with T cells marker Thy 1.2 (second panel), B cells marker CD19 (third panel) or β-actin (quality control, bottom panel). (**e**) Expression of *Tff2* is upregulated most in splenic memory CD4^+^ T cells after DSS treatment. Unpaired *t*-test, two-tailed, the value present mean±s.e.m., **P<0.0001. (**f**) Localization of TFF2 protein in splenic CD44^+^ T memory cells (scale 10 μm). (**g**) expression of *Tff2* mRNA in ChAT^+^ T memory cells. Unpaired two-tailed *t*-test, data is mean±s.e.m., *P<0.05. (**h**) Splenic *Tff2* RNA is upregulated by vagus nerve stimulation (VNS) but not in Sham mice. Unpaired two-tailed *t*-test, data is mean±s.e.m., *P<0.05. (**i**) Isoproterenol upregulated *Tff2* mRNA expression in CD4^+^ T cells *in vitro*. Unpaired two-tailed *t*-test, data is mean±s.e.m., *P<0.05 and **P<0.01.

**Figure 2:**
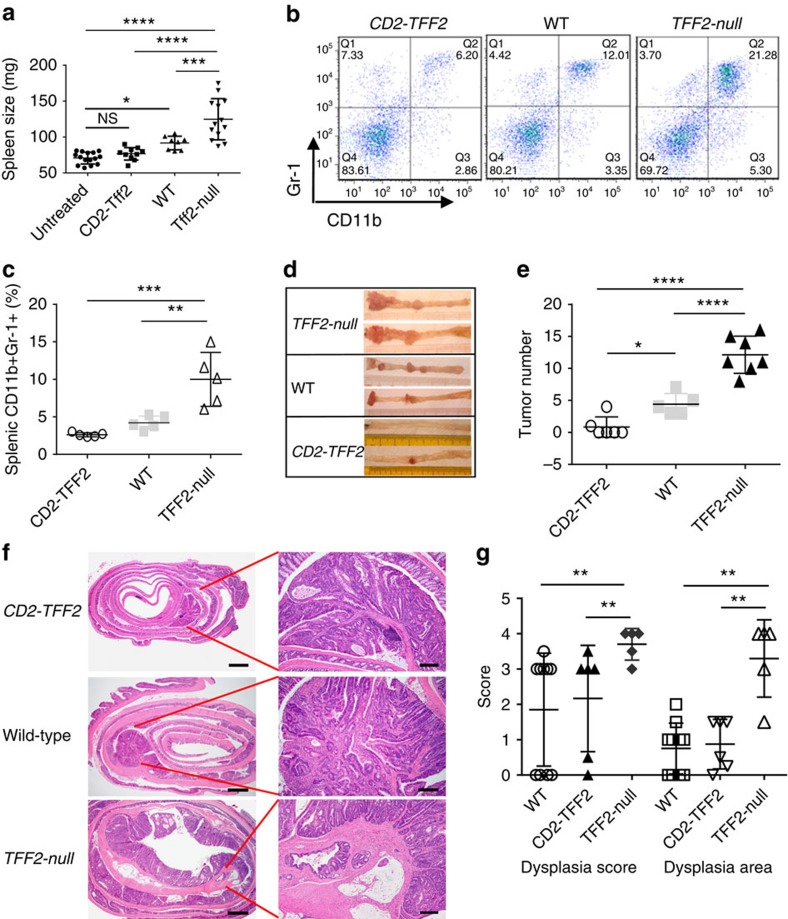
TFF2 status was associated with the expansion of IMC/MDSCs and development of colorectal cancer. (**a**,**b**) DSS treatment results in splenomegaly (**a**) and accumulation of CD11b^+^Gr-1^+^ cells (**b**) in *Tff2-null* and wild-type mice, but not in *CD2–Tff2* counterparts. Representative data from two independent experiments, 3–6 mice per group for each time point. NS, non-significant, *P<0.05, ***P<0.001, ****P<0.0001, analysis of variance (ANOVA) test following Sidak's multiple comparison test. (**c**) Highest accumulation of splenic CD11b^+^Gr-1^+^ cells in *TFF2*-null mice compare with wild-type and *CD2–Tff2* mice 5 months after AOM/DSS treatment. Data shown are representative of at least five experiments, *n*=3–6 mice in each group, Sidak's multiple comparison test after ANOVA test (**d**) Representative colons of *Tff2-null*, wild-type and *CD2–Tff2* mice 5 months after AOM/DSS treatment. (**e**) Tumour number was inversely related to *Tff2* status. Data shown are representative of at least four experiments, *n*=3–6 mice in each group, *P<0.05, ****P<0.0001, Sidak's multiple comparison test after ANOVA test (**f**) Representative hematoxylin and eosin staining of colon from *CD2–Tff2*, wild-type and *Tff2-null* mice. Scale bars are 800 μm (left panels) and 160 μm (right panels). (**g**) *Tff2-null* mice show higher dysphasia score (**P=0.008, Kruskal–Wallis test) and dysplasia area (**P<0.01, Holm–Sidak's multiple comparison test after ANOVA test), *n*=5–10 mice in group, evaluation of AOM-DSS-treated (5 months) *CD2–Tff2*, wild-type and *Tff2-null* mice.

**Figure 3:**
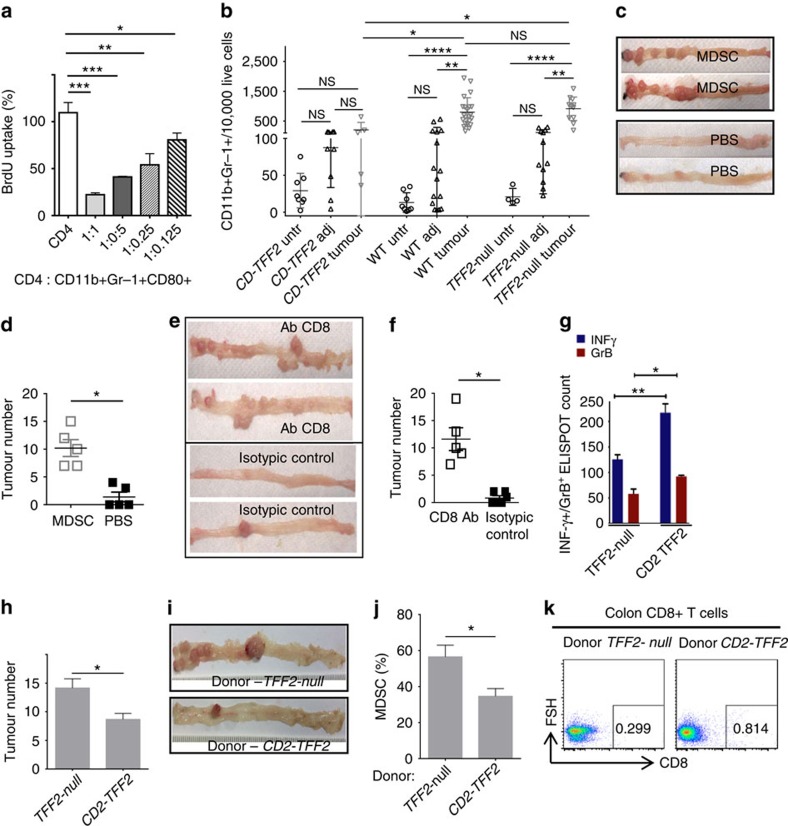
CD11b^+^Gr-1^+^ cells are MDSCs and drive tumorigenesis by suppressing CD8^+^ T cells. (**a**) Splenic CD4^+^ T cells were stimulated with anti-CD3- and CD28 plate-bounded antibody and co-cultured with sorted from *Tff2-null* mice CD11b^+^Gr-1^+^ cells in indicated ratio for 48 h. BrdU was added for the last 22 h of incubation. Values are mean±s.e.m. of three wells. Data from two experiments, *P<0.05, **P<0.01, ***P<0.001 unpaired *t*-test, two-tailed. (**b**) Accumulation of CD11b^+^Gr-1^+^ cells in adjacent (adj) and tumour tissues versus untreated colon (untr) in wild-type and *Tff2-*null mice after AOM/DSS treatment, *n*=4–6 mice in each group. ns, non significant, *P<0.05, **P<0.01, ****P<0.0001, one way ANOVA test following Sidak's multiple comparison test. (**c**,**d**) PBS (control) or MDSCs sorted from spleens and bone marrow of tumour-bearing *Tff2-null* mice were injected in *CD2–Tff2* mice treated with AOM/DSS. *N*=5 mice in each group, *P<0.05, unpaired *t*-test, two-tailed. (**e**,**f**) Depletion of CD8 T cells results in tumorigenesis in *CD2–Tff2* mice treated with AOM/DSS. (**e**) Representative pictures of the colons after CD8 antibody injections and control groups, with significant increase in cancer once CD8 cells were ablated (*P<0.05, unpaired *t*-test, two-tailed *n*=5 in each group). (**g**) Splenic CD8^+^ T cells from AOM/DSS-treated *CD2–Tff2* mice express more INF-γ and granzyme B compared with CD8^+^ T cells from AOM/DSS-treated *Tff2-null* mice. Data shown are the mean±s.e.m. of triplicates (*P< 0.05, **P< 0.01, unpaired *t*-test, two-tailed. (**h**–**k**) When transfused into wild-type mice, splenic IMCs from *Tff2-null* mice promoted tumorigenesis more than splenic IMCs from *CD2–Tff2* mice. Wild-type mice that received splenic IMCs from *Tff2-null* mice develop more tumours (**h**,**i**), show higher proportion of MDSCs (**j**) and lower colonic CD8 T cells (**k**). Error bars represent mean±s.e.m. (*P<0.05, unpaired *t*-test, two-tailed, *n*=3 mice in each group).

**Figure 4:**
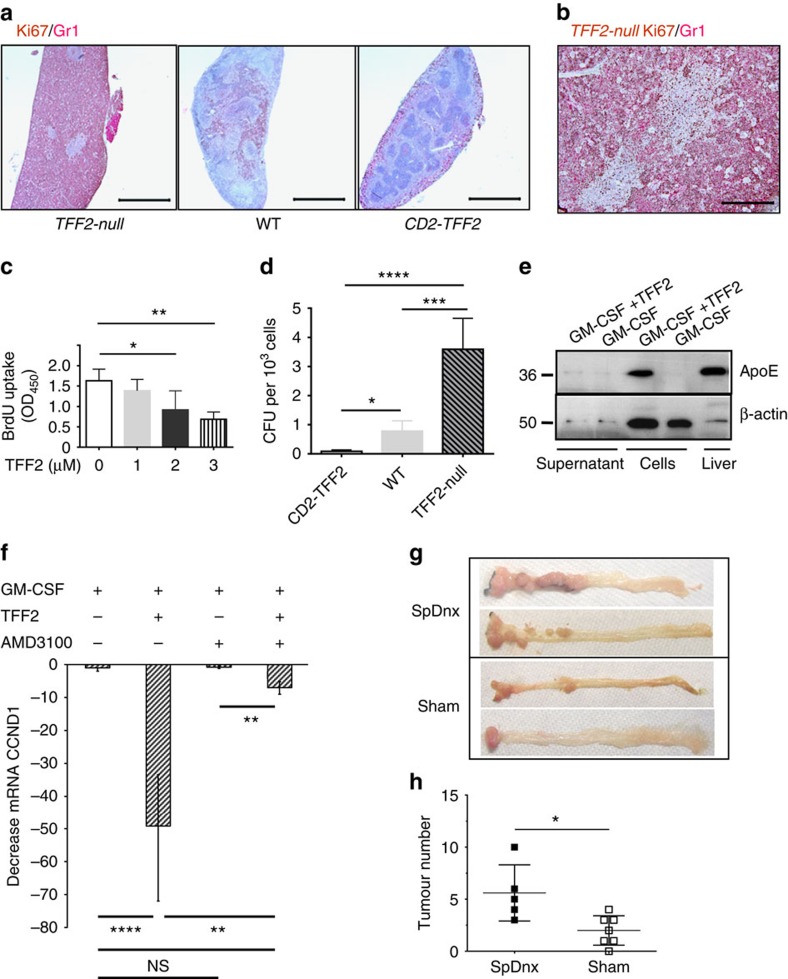
TFF2 inhibited cancer through suppression of MDSC proliferation. (**a**,**b**) Expansion of Gr-1^+^ cells in red pulp due to their high proliferation in *Tff2-null* mice treated with DSS. Ki67 (brown) and Gr-1 (red) immunostaining of spleens from DSS-challenged mice. Scale bar, 500 μm (**a**) and 100 μm (**b**). (**c**) Recombinant TFF2 suppresses proliferation of IMCs in response to TFF2 *in vitro.* Sorted CD11b^+^Gr-1^+^ cells from spleen of DSS-treated *Tff2-null* mice were GM-CSF with or without TFF2 at indicated concentrations. Proliferation was measured by BrdU uptake. Values are mean±s.e.m. of 3–4 replicates (*P<0.05 and **P<0.01), unpaired two-tailed *t*-test. (**d**) Increased CFUs from spleens of wild-type and *Tff2-null* mice treated with DSS, compared with *CD2–Tff2* mice. *n*=3–4 mice in each group, two experiments, *P<0.05, ***P<0.001, ****P<0.0001, Sidak's multiple comparison test after analysis of variance test. (**e**) rTFF2 induced expression of membrane-bound ApoE in CD11b^+^Gr-1^+^ cells. (**f**) TFF2 suppressed cyclin D1 via CXCR4 receptor. Sorted CD11b^+^Gr-1^+^ cells were cultured with GM-CSF alone, GM-CSF with rTFF2, GM-CSF with AMD3100 or GM-CSF with rTFF2/AMD3100, values are mean±s.e.m. of three replicates, unpaired two-tailed *t*-test. (**g**,**h**) Splenic denervation promotes tumour development. (**g**) Representative picture of colon from SpDnx (denervated spleen) and Sham mice. (**h**) tumour number in SpDnx and Sham mice, *n*=5–7 mice in each group, *P<0.05, unpaired *t*-test, two-tailed.

**Figure 5:**
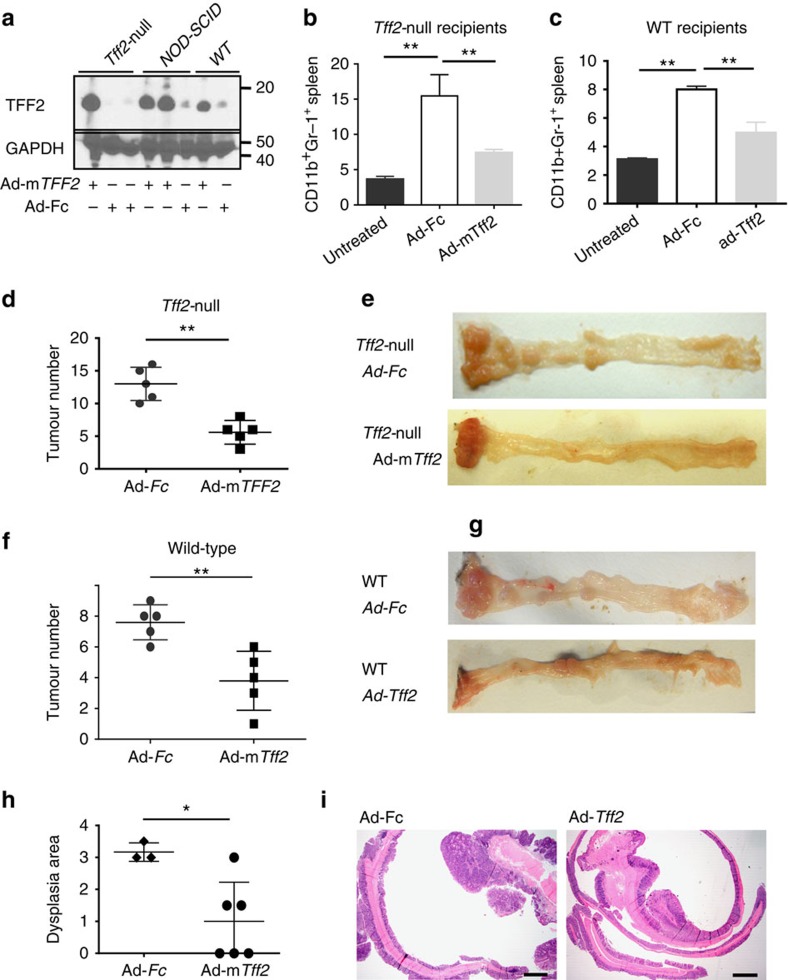
Adenoviral delivery of TFF2 reduced colorectal carcinogenesis. (**a**) Detection of recombinant TFF2 by western blot in serum from *Tff2-null*, NOD-SCID and WT mice 5 days after Ad-m*Tff2* treatment (5 × 10^8^ pfu per mouse). (**b**,**c**) Ad-*Tff2* reduced splenic CD11b^+^Gr-1^+^ cells compared to the Ad-Fc treated controls in both *Tff2-null* (**b**) and wild-type mice (**c**) following AOM/DSS protocol, **P<0.01, unpaired *t*-test, two-tailed. (**d**,**e**) *Tff2-null* and wild-type mice (**f**,**g**) treated with Ad-m*Tff2* showed lower numbers of tumours compared with control mice after AOM/DSS treatment, four experiments with *n*=4–5 mice in each group, **P<0.01, unpaired *t*-test, two-tailed or Holms-Sidak's multiple comparison test after analysis of variance test. (**h**) Significant reduction in the dysplasia area in wild-type mice, *n*=3–6 mice in each group, *P<0.05, unpaired *t*-test, two-tailed. (**i**) Hematoxylin and eosin staining of colon from wild-type mice with Ad-Fc and Ad-*Tff2* injections.

How the deposited data were processed for this re-analysis (not part of the article)

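RNA of 8 cultures of splenic CD11b+Gr-1+ cells from 4 *Tff2-null* mice was measured on Affymetrix mouse arrays, 4 cultures with GM-CSF alone and 4 with GM-CSF plus rTFF2. Groups, animal and replicate numbers were taken from the sample labels and the paper's methods. The labels give the same animal number to a control and an rTFF2 culture, and the methods state that the cells of each mouse were divided, so the numbers pair the samples.

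The deposited log2 values were made by the authors with GCRMA. The submitters' processing notes name GCRMA 2.30.0 and affy 1.36.0. The values cover 22690 probe sets on all 8 arrays, control probe sets included, with nearly equal distributions between arrays. Nothing was renormalized for the main results, and the scanner files were not used here. Gene symbols came from the platform annotation supplied with the values, checked against the RefSeq gene table of GRCm38.p6 by gene identifier, with 0 symbols updated and 29 identifiers of probe sets with 1 symbol not found. No coordinates are given.

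The values were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), 4 arrays against 4 without pairing. The methods name limma and give no pairing for it, though they name a paired t-test for the qRT–PCR. Control probe sets were left out and Benjamini-Hochberg adjustment covered all 22626 remaining probe sets, with a threshold of 0.05. A gene was represented by its probe set with the highest mean over the 8 arrays among those with 1 symbol. The tests, the alternatives of the processing, 24 gene lists, 41 measured background genes and the rule for the genes named were set before the data were examined. That rule takes the genes the paper names for these cells, the 10 largest rises and the 10 largest falls among genes past the threshold with the same direction in 4 of 4 mice and one group above background, and up to 4 members of each list with the smallest adjusted p (every member past the threshold where a list had 3 or fewer). It named 126 genes, of which 105 passed the threshold. The result of 1 of them is not reported here. Other members of a list are named as examples of its count and were chosen after their values were seen; they were tested without and with the block, and not in the other alternatives. Lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 24 lists, and beside it with camera at an estimated correlation and with fry. Of 24 lists 12 passed with the preset correlation and 0 with the estimated one. With fry those 12 had adjusted p from 1.6e-04 to 0.037, and lists beyond them passed too, such as T and NK cells (0.0049). Exact permutation tests over the 70 ways to divide the 8 arrays, without the pairing by mouse, were used for single values.

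The pairing was checked on 14082 probe sets above background. Deviations from the group means correlated between the cultures of a mouse at 0.05, 0.53, 0.30 and 0.38 for mice 1 to 4, and at -0.53 to 0.33 between cultures of different mice. A fit with the mouse as a block was run as an alternative. The others were a filter on dim probe sets, another quantile normalization, median centring, an offset of 32 on the linear scale, a trended and robust prior, array weights, leaving out each array, the mean of the probe sets of a gene, a threshold of 0.01 and a test against a 2-fold change. The fit was tested on simulated data for this comparison over 22626 probe sets, with 200 of them changed. It recovered 53.7% of log2 changes of 0.5, 86.6% of changes of 1 and 95.5% of changes of 2, and 4.27% of its calls were false. These shares hold for the simulated data only, since far more probe sets, 4927, were called in the real data.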

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

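The splits of the arrays were set before the results of those splits were seen, and which of them to compare with, and the tests of the 3 patterns weighed here, were chosen only after the result was seen.

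The cultures are paired by mouse, so the real groups were set against the splits of the 8 arrays into 4 and 4 that also part the cultures of every mouse. With the real one these are 8, of which 1 gave as large a result, and 8 splits are too few for a share under 0.05. The real groups gave 4927 probe sets, 771 of them over 2-fold, and 2920 genes in limma, and the highest other split gave 0 of each. They gave 12 gene lists past the threshold, and the highest other gave 10. The rest of the 35 splits put both cultures of at least 1 mouse in one group, and among these the highest gave 0 probe sets and 13 gene lists. That split exchanged the control culture of mouse 1 and the rTFF2 culture of mouse 2, and so kept 3 of 4 arrays of each group together.

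Besides the lists of G1/S activators, DNA replication and mitosis, 9 lists passed the preset-correlation test. In the text of its account of the arrays the paper names none of their genes, and its supplementary list was not used here. None of the 9 passed with an estimated correlation (adjusted p from 0.13 to 0.43). Their median log2 fold changes were 2.41 for neutrophil markers, 0.93 for mast cells and basophils, 0.74 for inflammatory cytokines and NF-kB targets, 0.54 for stem and progenitor markers, 0.42 for lysosome, 0.38 for suppressor cell genes, 0.32 for megakaryocytes and platelets, -0.83 for cholesterol synthesis and -1.82 for dendritic cells and MHC class II.

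The first pattern is the rise of granulocyte genes. A lower share of dendritic cells would raise the markers of the other cell types alike. Instead the median of 30 granulocyte markers above background in the control cultures was 2.41 on the log2 scale. That of 16 such macrophage markers was 0.37. The difference was 2.05, and 0.75 to 2.58 in single mice (permutation test over genes, p = 0.0021, genes not being independent replicates). Of 24 macrophage genes 7 rose and 4 fell, among them *Axl* (-3.44) and *Mgl2* (-2.55). Whether dendritic cells share such markers was not tested. If they do, their loss would also widen the difference, so a lower share of dendritic cells stays open. Normalization between arrays is argued against, since the hybridization controls moved by a median of 0.16. With the 3′ to 5′ difference of *Actb* as a covariate the granulocyte median was 3.24. Of the 30 markers 24 rose, as many as without it. That difference was 0.42 to 0.62 in the control cultures and 0.66 to 0.74 in the rTFF2 cultures. The groups share no range, so this fit cannot decide on degraded RNA, which stays open. An outgrowth of granulocyte progenitors stays open, because the stem and progenitor list, 3 of whose 12 members stand in another list, had an adjusted p of 0.031 with the preset correlation and 0.32 with an estimated one, and so does a change of expression per cell under rTFF2, which was not tested.

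The second pattern is the rise of inflammatory genes, by a median of 0.74 for the 22 of the list. The hybridization controls, at 0.16, argue against normalization as the whole cause here as well. Degraded RNA stays open for this list too, since the groups share no range of the same covariate. With it the median was 0.66, and camera with the preset correlation gave adjusted p = 7.3e-08. Without the covariate, camera with an estimated correlation gave adjusted p = 0.25, so the list did not pass there. Of the 22 genes 10 rose with the covariate, against 13 without it. Endotoxin in the rTFF2 preparation could raise such genes and would also raise interferon-stimulated genes, of which 2 of 17 rose and 4 fell (adjusted p = 0.54), so endotoxin and rTFF2 itself cannot be told apart from these arrays, which hold no culture with a control protein.

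The third pattern is that both cultures of mouse 2 stand apart. Degraded RNA stays open, since the 3′ to 5′ differences of *Actb* and *Gapdh* in mouse 2 went both ways and cannot decide it. The largest distance from the mean of the other mice, 0.14, was that of *Actb* in the control culture. It lay lower there (0.42), the direction of less degradation. Of the 4 differences, 2 lay above those of each other mouse, *Actb* with rTFF2 (0.74) and *Gapdh* with GM-CSF alone (0.31). Swapped cultures are argued against, since 93.3% of the 4766 probe sets called from the other mice moved the same way in mouse 2. The 13 glycolysis genes had a median deviation of -0.52 in mouse 2, at percentile 0.01 of 10000 random lists, but random lists lack the correlation between these genes (0.92 estimated), so less glycolysis in these cultures stays open. A difference between the animals stays open too and was not tested.

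Among 219 groups of 4 arrays of the named genes above background, 11 held an array far from the other arrays by the ratio of gap to range (Dixon), and chance gives about 5% of groups. In the control culture of mouse 2 this ratio was 0.94 for *Ppbp*, 0.92 for *Mmp2*, 0.91 for *H2-Eb1*, 0.91 for *Klrb1b*, 0.89 for *Hepacam2*, 0.87 for *Ly86* and 0.85 for *Pf4*. In its rTFF2 culture it was 0.86 for *Csf2rb*. In the rTFF2 culture of mouse 1 it was 0.86 for *Ccl7* and 0.85 for *Cd22*, and in the control culture of mouse 4 it was 0.88 for *Ccnc*.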

How the results depend on the processing

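Leaving out both arrays of mouse 2, the block with control probe sets and the *Actb* covariate were chosen after the data were seen. Leaving out single arrays gave 3525 to 5134 probe sets, 673 to 886 over 2-fold and 2138 to 3055 genes. With the replicate block 5811 probe sets passed, 4645 of them also without it, 807 over 2-fold and 3438 genes. The block ended the calls of *Cd8b1* and *Pax5*, added *Csf2ra*, *Pecam1*, *Pfkp* and *Col1a1*, and changed no other call among the 126 genes of the rule or the list tests. The threshold of 0.01 gave 2417 probe sets, the test against a 2-fold change 115, and the offset 385 over 2-fold, which follows from its damping of dim signals. Of 105 called named genes, 92 passed in each of the 17 alternatives that gave them a value (2 of these had none under the dim filter), 13 lost the call in at least one, 7 others gained one, and 0 changed sign. Of 816 counts of list members, 90 moved by over 1.5 times, mostly small counts. Of 12 list tests past the threshold, 11 stayed past it in each of those alternatives. The stem and progenitor list had adjusted p = 0.052 with the offset and 0.0084 to 0.093 without single arrays. The eosinophil list had 0.023 after median centring, 0.040 with the trended and robust prior and 0.011 to 0.18 without single arrays. With the 3′ to 5′ difference of *Actb* as a covariate, which was higher on each rTFF2 array than on each control array, 2295 probe sets, 1085 over 2-fold and 1409 genes passed, 75 of the 105 named genes stayed called, and the lists of G1/S activators (0.079) and of megakaryocytes and platelets (0.18) did not pass. With an estimated correlation between genes no list passed, at adjusted p = 0.35 for G1/S activators, 0.34 for DNA replication, 0.43 for cholesterol synthesis, 0.13 for suppressor cell genes, 0.25 for inflammatory genes, 0.16 for lysosome and for dendritic cells and MHC class II, and 0.32 for mitosis, neutrophils, mast cells and basophils, megakaryocytes and platelets, and stem and progenitor markers. Signals near the background level of 2.88 limit the folds of dim genes.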

Differences from the paper's values

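The paper's results give 5810 genes with a greater than 2-fold change, and its methods give the same number for transcripts at a false discovery rate under 0.05. Over 2-fold and with an adjusted p under 0.05, 771 probe sets were found here, and 812 over 2-fold with no test. None of the alternatives set before the data were examined comes within 1.5 times of the paper's number for 2-fold changes, from 385 with the offset to 886 without control replicate 2. At the false discovery rate alone, without the 2-fold condition, 4927 probe sets passed, within 1.5 times of the paper's 5810, and 5811 passed with the mouse as a block. The block with control probe sets kept in the test, chosen after seeing the values, gave 5810, the paper's number, with 807 over 2-fold. How many of the paper's own called items this drops was not computed, since its list was not used here.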

Other observations

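Genes of myeloid suppressor cells mostly rose with rTFF2. Of 21 measured, 12 rose and 2 fell (13 and 2 when adjusted over the list alone; camera adjusted p = 2.9e-04, and adjusted p = 0.13 with an estimated correlation). The higher count was 7 without rTFF2 replicate 1 and 7 without rTFF2 replicate 3. Of the members, 3 also stand in another list, so this rise is not fully separate from the changes of other lists. *Cd274*, which encodes PD-L1, was 1.93-fold higher (log2 fold change 0.94, standard error 0.08, adjusted p = 1.5e-04 from limma, higher in 4 of 4 mice), and *Stat3* and the NADPH oxidase gene *Cybb* rose by 0.65 and 0.59. The costimulatory genes *Cd40* and *Cd86* fell by 1.26 and 0.66, and *Cd80* did not pass (0.17, adjusted p = 0.50). *Nos2* and *Il17a* lay at background in both groups. *Cxcr4*, the receptor through which the paper proposes that TFF2 acts, was 1.67-fold higher (log2 fold change 0.74, standard error 0.14, adjusted p = 0.0055), and its ligand gene *Cxcl12* lay at background.

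Of 11 megakaryocyte and platelet genes, 5 rose and none fell, among them *Ppbp* (2.76) and *Pf4* (1.57) (5 when adjusted over the list alone; camera adjusted p = 0.023, and adjusted p = 0.32 with an estimated correlation and 0.18 with the 3′ to 5′ difference of *Actb* as a covariate). Of 12 stem and progenitor genes, 5 rose, such as *Gfi1* (2.60) and *Hoxa9* (at least 1.63), and *Cd34* fell by 1.67 (6 and 1 when adjusted over the list alone). Of 17 interferon-stimulated genes, *Gbp3* (-2.48), *Mx1* (-2.21), *Gbp2* and *Usp18* fell and 2 rose (4 and 4 when adjusted over the list alone), and with the block 4 rose. Amino acid and ER stress genes went both ways, 6 higher, such as *Atf5* (0.99), and 6 lower, such as *Mthfd2* (-1.26), of 22 (camera adjusted p = 0.54; 6 and 7 when adjusted over the list alone). Apoptosis regulators had 3 higher, such as *Fas* (1.46), and 3 lower, such as *Pmaip1* (-1.18), of 17 (camera adjusted p = 0.37; the same numbers when adjusted over the list alone). Of 13 glycolysis genes, *Pfkfb3* alone passed (0.95, and not without control replicate 1 or rTFF2 replicate 1, 3 or 4; camera adjusted p = 0.36; 1 when adjusted over the list alone). Among markers of other cell types, 0 rose and 5 fell of 19 for T and NK cells, and 1 and 2 of 15 for B cells. For erythroid cells these counts were 1 and 0 of 12, and for stromal and endothelial cells 2 and 1 of 21. In the same order, camera gave adjusted p = 0.14, 0.73, 0.65 and 0.54. Adjusted over the list alone, the counts were 0 and 5, 2 and 3, 1 and 0, and 2 and 3. The count of lower T and NK cell genes was 2 with the filter on dim probe sets and 2 with the offset. It was also 2 without control replicate 1 or rTFF2 replicate 1, 3 or 4. Without control replicate 3 or 4 or rTFF2 replicate 2 it was 3. Several of the markers of other cell types lay at or under the background level, where a small difference has no meaning as a fold.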
